# Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies

**DOI:** 10.1158/0008-5472.CAN-24-2758

**Published:** 2026-02-11

**Authors:** Daniel Ortega-Álvarez, David Tébar-García, Marta Casado-Peláez, David Olivares-Osuna, Elena Castillo-Agea, Joan Balibrea-Rull, Rosa A. Barbella-Aponte, David Pérez-Parra, Eva Musulén, Cristina Guardia, Elena Vinuesa-Pitarch, Maria E. Sánchez-López, Fátima Postigo-Corrales, Ester Ballana, Anna Martínez-Cardús, Mireia Margelí, Manel Esteller, Pedro L. Fernández, Ginés Luengo-Gil, Elisabetta Mereu, Eva M. Galán-Moya, Verónica Rodilla

## Abstract

Triple-negative breast cancer (TNBC) is the most heterogeneous and aggressive subtype of breast carcinoma, characterized by the absence of clinical biomarkers and the lack of targeted therapies. Despite numerous clinical trials, patient stratification remains suboptimal, limiting the identification of effective treatment strategies. In this study, we aimed to identify biomarkers exclusively expressed in the basal mammary epithelial compartment to refine TNBC subclassification. Computational analysis of single-cell RNA sequencing data defined a set of basal identity genes, which were subsequently validated by immunohistochemistry in two independent TNBC cohorts. This approach enabled the identification of a TNBC subgroup, termed true basal TNBC (tB-TNBC), which was associated with poorer prognosis. High-throughput screening of 3,200 FDA-approved compounds in breast cancer cell lines classified according to basal marker expression identified dasatinib as a promising candidate with selective activity against tB-TNBC models. In tB-TNBC patient-derived xenograft models, dasatinib treatment effectively suppressed tumor growth. Furthermore, *TAGLN* emerged as a strong predictive biomarker of dasatinib response, with functional studies confirming its role in modulating drug sensitivity. Altogether, these findings support the clinical utility of basal markers for TNBC stratification and highlight a targeted treatment opportunity for patients with tB-TNBC.

**Significance:**

Basal biomarkers enable subclassification of triple-negative breast cancer and reveal a specific tumor subgroup sensitive to dasatinib, providing an effective stratification and treatment strategy for patients.

## Introduction

Breast carcinomas are clinically classified based on the histologic presence of hormone receptors, such as estrogen receptor α (ERα) and progesterone receptor (PR), as well as the overexpression of human epidermal growth factor receptor 2 (HER2; ref. 1). Tumors expressing ERα and PR are categorized as hormone receptor (HR)-positive, whereas those with elevated HER2 levels are classified as HER2-enriched (1). In contrast, tumors lacking these clinical biomarkers are diagnosed as triple-negative breast cancer (TNBC), which accounts for approximately 15% of all breast cancer cases. TNBC is associated with a poor prognosis due to its aggressive nature, its higher prevalence among younger women (2), and the absence of targeted therapy options, leaving chemotherapy as the standard treatment (2).

Identifying new biomarkers and molecular targets for TNBC has been a daunting challenge because of its biological heterogeneity, which is evident in the variability in prognosis, pathologic characteristics, treatment responses, and gene expression profiles (3). The discovery of HER2 as a breast cancer marker exemplifies how novel biomarkers can first recognize patients with different outcomes and, second, aid in developing new targeted therapies, such as monoclonal antibodies, small molecules, or chimeric antigen receptor T cells. Therefore, the quest for molecular markers that can target specific tumor types has been a focal point of research. To understand breast tumor heterogeneity, several transcriptomic panels, such as PAM50, which classifies breast cancer into luminal A/B, HER2-enriched, basal-like, and normal-like subgroups (4, 5), and the 70-gene MammaPrint microarray assay, which has prognostic significance in ERα-positive and ERα-negative early-stage node-negative breast cancer (6), have been developed over the last decades. Specifically, for TNBC, Lehmann’s classification identified up to four distinct subgroups (basal-like 1 and 2, mesenchymal-like, and luminal androgen receptor; ref. 7). These transcriptomic-based studies have clearly demonstrated that tumor heterogeneity has cemented the concept of breast cancer as a collection of different pathologies, each with varied clinical outcomes, rather than a singular disease (8, 9). Crucially, the clinical diagnosis of TNBC could be greatly enhanced through the discovery of novel molecular biomarkers that enable histologic stratification, thereby contributing to the development of new targeted therapies and significantly improving the prognosis of these patients.

The epithelial compartment of the mammary gland is composed of basal cells (BaC), which line the outer layer of the ducts and are known for their contractile ability, and luminal cells (LC), which line the central lumen. LCs are subdivided into ERα-expressing cells (ERα^pos^ cells) and hormone-sensing cells that can induce proliferation of the surrounding luminal ERα-negative cells (ERα^neg^ cells), often referred to as hormone-responsive or alveolar cells (10). Lineage-tracing experiments in healthy murine mammary glands have shed light on the cellular hierarchy within this tissue. These studies have shown that, in adult mice, different epithelial cell populations of the mammary gland are self-maintained by specific unipotent cells, indicating that these epithelial types contribute independently to mammary gland homeostasis by preserving their cellular identities into adulthood (11–13). Recent single-cell RNA sequencing (scRNA-seq) studies of the human mammary gland have revealed similar epithelial cellular populations (14, 15). Notably, the molecular markers ERα and PR, currently used in breast cancer diagnosis, only positively identify luminal ERα^pos^ cells, whereas the other two epithelial cell types, luminal ERα^neg^ and BaCs, remain histologically indistinct in clinical practice. Given that TNBC subtype consists of negative cells for these tested markers, it is intriguing to consider that defining new molecular markers that can distinguish each mammary epithelial cell type may significantly enhance our understanding of breast cancer heterogeneity. This allowed us to classify tumors with distinct cellular identities at the histopathologic level and characterize differences in their metastatic capacity and/or drug resistance, ultimately addressing two unmet clinical needs.

In this study, we characterized novel molecular basal-associated markers [smooth muscle cell actin (SMA), transgelin (TAGL), and β-tropomyosin (TPM2)] that play crucial roles in driving the malignancy of a specific subset of TNBCs. Remarkably, the expression of these biomarkers not only correlated with the aggressive nature of this breast cancer subtype but also significantly influenced their sensitivity to clinically approved drugs, such as dasatinib. Dasatinib, a multi-kinase inhibitor traditionally used in the treatment of certain hematologic cancers (16, 17), emerges as a promising therapeutic option for this specific subset of TNBC. Here, we propose using basal-associated markers to stratify patients with TNBC, thereby identifying those who would benefit from dasatinib treatment. This approach represents a new direction in the personalized treatment of TNBC, offering hope for improved outcomes in cancer subtypes that have historically been challenging to manage.

## Materials and Methods

### scRNA-seq analysis

We initially preprocessed each scRNA-seq dataset independently, including murine healthy mammary glands (GSE109711, GSE164017, and GSE148791) and healthy human breast tissue (GSE161529, GSE180878, and GSE113197). For two murine datasets, GSE109711 (18) and GSE164017 (19) datasets, raw count matrices were available. The GSE148791 (20) dataset was provided as a Seurat object, and only wild-type basal and luminal cell populations were retained for downstream analysis. The human raw count matrices were processed similarly, with the following samples retained from each dataset: three samples (RM-A, RM-B, and RM-C) from the Gray dataset (21); four samples (Ind4, Ind5, Ind6, and Ind7) from the Nguyen dataset (14); and 11 samples (N-1469-Epi, N-N1105-Epi, N-N280-Epi, N-0064-Epi, N-0093-Epi, N-0123-Epi, N-0230.16-Epi, N-0275-Epi, N-0342-Epi, N-0372-Epi, and N-0408-Epi) from the Pal dataset (15). All analyses were conducted using Seurat (v4.0.4 and v5.1.0 for murine and human analyses, respectively; refs. 22, 23) in R (4.4.1 and 4.0.3 for murine and human analyses, respectively). Seurat objects were created for each dataset and subsequently merged by sample for downstream analysis. Quality control (QC) was conducted to ensure the inclusion of high-quality cells across all datasets. Mitochondrial gene expression was quantified using *PercentageFeatureSet* function, and cells with mitochondrial content exceeding dataset-specific thresholds (ranging from 8% to 25%) were excluded. Cells with fewer than around 500 detected genes were excluded as low-quality cells, except for the murine Wuidart dataset (18), in which a higher threshold of 2,500 detected genes was applied due to deeper sequencing. No additional QC was required for the murine Centonze (20) and Gray (21) datasets, as they were already prefiltered. In the human datasets, we filtered out potential artificial doublets generated during library construction using two independent doublet detection methods: DoubletFinder (version 2.0.4; ref. 24) and scDblFinder (version 1.20.0; ref. 25). Cells classified as doublets by both methods were excluded for downstream analysis. Normalization was performed for all datasets (NormalizeData function: “LogNormalize” method and a scale factor 1e4). Dimensionality reduction was performed via principal component analysis (RunPCA function) on the scaled expression (ScaleData function) of the top highly variable genes [FindVariableFeatures function (variance-stabilizing transformation method). The top 20 PCs were used to generate Uniform Manifold Approximation and Projection (UMAP) embedding (RunUMAP function) and cluster the cells (FindClusters function) in a 20–nearest neighbor graph (FindNeighbors function).

Cluster annotations were performed based on differentially expressed genes (DEG) and were manually identified using canonical markers. For the murine datasets, three main populations were identified using key marker genes: ER-negative (*Elf5* and *Krt8*), ER-positive (*Prlr* and *Krt8*), and basal (*Krt5* and *Acta2*). The human datasets contained a more diverse array of cell types, which were annotated according to cell type–specific gene signatures, as described in Gray and colleagues (21). After processing each dataset individually, murine and human datasets were integrated separately. Batch correction was performed using Seurat’s canonical correlation analysis integration pipeline for the murine datasets and the Harmony algorithm (26) for the human datasets, implemented via Seurat’s IntegrateLayers function with the HarmonyIntegration method. For human data integration, the merged Seurat object was first split by sample, followed by normalization and independent identification of variable features within each batch. The harmony embeddings were then used to compute the top 20 PCs, which were subsequently used to construct UMAP embeddings and perform clustering using a 20–nearest neighbor graph. Cluster annotations were refined based on canonical markers in the integrated objects. Gene signature scoring was performed using UCell (27) AddModuleScore_UCell function. Differential expression analysis was conducted using the Seurat’s FindAllMarkers function to identify DEGs between clusters or annotated populations.

### Human paraffin-embedded tissue samples

In this study, three distinct cohorts of breast cancer samples were analyzed. The first cohort (discovery cohort) comprised 80 samples, including 26 TNBC cases from Hospital Germans Trias i Pujol and the General University Hospital of Albacete and 54 HR-positive breast cancer samples encompassing low-grade ductal carcinoma *in situ* (LGDCIS; *n* = 10), DCIS (DCIS; *n* = 23), and invasive ductal carcinoma (IDC; *n* = 21), collected from Hospital Germans Trias i Pujol, Albacete University Hospital, and Hospital Universitario Santa Lucía. These samples represent independent, nonpaired cases from different patients across disease stages. The second and third cohorts (validation cohorts) consisted of a commercial TNBC tissue array (BR1301a; *n* = 120), with one core per case, and a TNBC tissue microarray (TMA) comprising 123 cases from Hospital Universitario Santa Lucía. Detailed clinical and pathologic data were available for these samples, including tumor grade, tumor–node–metastasis classification, age at diagnosis, clinical stage (AJCC eighth edition), and immunohistochemistry (IHC) results for ERα, PR, and HER2 (Supplementary Tables S1 and S2).

### Ethical compliance

This study was conducted in accordance with the Declaration of Helsinki and all applicable national regulations governing biomedical research involving human subjects. Clinical patient samples were collected with approval from the Ethical Committee of Germans Trias i Pujol Hospital and General University Hospital of Albacete (CEIC #PI-21-230). Written informed consent was obtained from all participants prior to their inclusion in the study. All animal procedures in this research were approved by the Ethical Committee for Animal Research of the Comparative Medicine and Bioimage Centre of Catalunya and were performed in accordance with the regulations of the Departament de Medi Ambient i Habitatge of the Generalitat de Catalunya (Catalonia Government). Euthanasia was performed in all experimental procedures at the experimental endpoint or if the animals’ health was otherwise compromised.

### IHC analysis

Formalin-fixed and paraffin-embedded samples, serial sectioned at 4 μm, were dewaxed using a graded series of ethanol. Antigen retrieval was performed by boiling the sections for 20 minutes in either a citrate buffer solution (C9999, Sigma-Aldrich) or Tris-HCl buffer solution (T6455, Sigma-Aldrich). To block endogenous peroxidase activity, sections were incubated for 10 minutes in 3% hydrogen peroxide solution. Permeabilization and blocking were achieved using blocking buffer containing 0.3% Triton X-100, 2% BSA, and 5% FBS. The sections were then incubated overnight at 4°C with primary antibodies diluted in blocking buffer at the concentrations indicated in Supplementary Table S3. This was followed by 1-hour room temperature incubation with secondary antibodies (Supplementary Table S4). Sections were developed using the Signal Stain DAB Substrate Kit (8059S, Cell Signaling Technology) according to the manufacturer’s instructions and counterstained with hematoxylin. Mounting was performed using DPX mounting solution for histology (06522, MERCK). Whole tissue images were captured using Panoramic SCAN II and analyzed using the *QuPath* software. Tumor areas were delineated by a pathologist in images using the Brightfield (H-DAB) format, and a positive cell detection algorithm was applied to identify positive and negative cells and quantify the percentage of positive cells within the selected areas.

### Analysis of transcriptomic data from The Cancer Genome Atlas cohort

RNA-seq expression data for The Cancer Genome Atlas (TCGA) cohort were downloaded from FireBrowse (http://firebrowse.org/?cohort=BRCA&download_dialog=true), which provides processed datasets from the TCGA project (28). Only samples corresponding to patients with TNBC were selected for analysis. Expression levels of *ACTA2*, *TAGLN*, and *TPM2* were extracted and mean-centered by gene. A heatmap was generated using hierarchical clustering of the samples based on pairwise Euclidean distances, highlighting patterns of expression similarity across the three genes.

### Immune checkpoint and immunotherapy response analysis

Publicly available transcriptomic data from the phase II I-SPY2 clinical trial (GSE173839) were analyzed to evaluate the association between true basal (tB) marker expression and response to immunotherapy. In this trial, patients with TNBC were treated in the neoadjuvant setting with paclitaxel either alone or in combination with durvalumab (anti–PD-L1) and olaparib. Normalized gene expression data were retrieved and stratified by pathologic response status: patients who achieved pathologic complete response (pCR) and those who did not (non-pCR). Expression levels of *TAGLN*, *ACTA2*, and *TPM2* were extracted and compared between groups using unpaired *t* tests. In parallel, a cohort of 176 TNBC samples (28) was analyzed to assess the expression of selected immune checkpoint–related genes, including *PDCD1* (PD-1), *CD274* (PD-L1), *CTLA4*, *TIGIT*, and *PVR* (29). Gene expression data were normalized by *z*-score and visualized in a heatmap. Samples were annotated according to PAM50 and Lehmann subtypes, as well as their tB-TNBC classification status, to explore potential subtype-specific immune expression patterns.

### Survival analysis using public datasets

To evaluate the prognostic significance of the identified basal markers, two complementary survival analysis tools were used: the Kaplan–Meier (KM) Plotter and bc-GenExMiner. KM Plotter (https://kmplot.com) was used to assess the combined prognostic value of *ACTA2*, *TAGLN*, and *TPM2* in TNBC. The analysis was performed on the mRNA (gene chip) dataset, and the endpoints analyzed included recurrence-free survival (RFS) and overall survival (OS). For each gene, the following probe sets were used: *TAGLN* (“1555724_s_at” and “205547_s_at”), *TPM2* (“212654_at,” “227397_at,” and “204083_s_at”), and *ACTA2* (“215787_at” and “200974_at”). The average expression of the three genes was computed, and patients were stratified into high or low expression groups based on the upper and lower quartiles. Patients in the intermediate quartile were excluded to strengthen the contrast between groups. For RFS and OS, the analysis was restricted to patients with TNBC (defined by ER−, PR−, and HER2-negative status). No additional filters were applied for tumor grade, nodal status, or molecular subtype. Hazard ratios (HR) with 95% confidence intervals and log-rank *P* values were calculated, and patient numbers at risk were indicated below each KM curve. In parallel, individual prognostic relevance of *ACTA2*, *TAGLN*, and *TPM2* was assessed using bc-GenExMiner v4.10 (http://bcgenex.centregauducheau.fr). This online tool integrates breast cancer gene expression datasets with annotated clinical information, allowing survival analysis based on distant metastasis-free survival, disease-free survival, and OS. Patients were grouped into “high” or “low” expression cohorts based on automatic mean split, and KM curves were generated. Log-rank *P* values and HRs were provided by the platform.

### Cell line stratification for *in vitro* studies

Transcriptomic profiles of breast cancer cell lines were obtained from the publicly available dataset (DepMap) and processed using the DESeq2-normalized counts. Expression values for *ACTA2*, *TAGLN*, and *TPM2* were extracted, scaled, and combined to generate a composite tB-marker score for each cell line. Hierarchical clustering was performed using Euclidean distance and complete linkage on the scaled expression matrix to classify cell lines into tB- and nonbasal (nB)-TNBC groups. Hs578T and BT-549 cells, which showed the highest combined expression of the three tB-markers, were selected as representative tB-TNBC models. Conversely, MDA-MB-468 and HCC70 cells displayed consistently low expression of all three markers and were selected as representative nB-TNBC models. These classifications guided the selection of cell lines for subsequent *in vitro* functional assays and drug screening studies.

### Cell culture

TNBC cell lines HS578T (ACC781, DSMZ; RRID: CVCL_0332) and BT-549 (HTB-122, ATCC; RRID: CVCL_1092) and HR-positive cell line MCF7 (ACC115, DSMZ; RRID: CVCL_0031) were cultured in DMEM/F-12 with GlutaMAXTM Supplement medium (31331093, GibcoTM) supplemented with 10% FBS, at 37°C and 5% CO_2_ atmosphere. TNBC cell lines MDA-MB-468 (CRM-339 HTB-26, ATCC; RRID: CVCL_0419) and HCC70 (CRL-2315, ATCC; RRID: CVCL_1270), along with HR-positive cell line and T-47D (DSMZ, ACC739; RRID: CVCL_0553), were cultured with Advanced RPMI 1640 medium (12633020, GibcoTM) supplemented with 10% FBS, at 37°C and 5% CO_2_ atmosphere. For CRISPR/Cas9 knockout (KO) transfection, Hs578T and BT-549 cells were cotransfected with a ribonucleoprotein (RNP) complex comprising Cas9 and guide RNA (gRNA), according to the manufacturer’s instructions (CMAX00015, Invitrogen). crRNA and tracrRNA (1072534, IDT) were mixed at equimolar concentrations, heated at 95°C for 5 minutes, and allowed to cool at room temperature. To assemble the RNP complex, Cas9-GFP enzyme (10008161, IDT) was prepared at 1 μmol/L in Opti-MEM Reduced Serum Medium (31985047, Gibco). Each gRNA was then combined with the Cas9-GFP in Cas9 PLUS Reagent and Opti-MEM. The RNP complex was subsequently mixed with CRISPRMAX transfection reagent at room temperature for 20 minutes. After 24 hours at 37°C, transfected cells were plated in 96-well dishes for cellular subcloning. For PDGFRB overexpression, lentiviral particles were generated using the PDGFRB Human Tagged Lenti ORF Clone (RC206377L4, OriGene) plasmid and used to transduce target cells. Following infection, cells were selected with puromycin (5 μg/mL) for 10 days and subsequently maintained in culture under standard conditions. Cell lines were regularly tested for *Mycoplasma* and were authenticated using short tandem repeat profiling yearly.

### High-throughput drug screening using FDA-approved compound library

To identify compounds with selective cytotoxicity against tB-TNBC cells, a high-throughput screening was performed using a library of 3,200 FDA-approved drugs (Selleckchem, L1300). Cells were seeded in 96-well plates at a density of 5,000 cells per well and incubated 24 hours before treatment. Each compound was added at a final concentration of 10 μmol/L and incubated for 72 hours at 37°C in a humidified CO_2_ incubator. After treatment, cells were fixed with 4% formaldehyde for 10 minutes and stained with crystal violet. Plates were washed and air-dried, and the dye was solubilized with acetic acid. Absorbance was measured at 590 nm using an AGILENT Biotek Synergy H1 reader. For data analysis, viability values from the four cell lines were averaged by group to obtain mean viabilities for tB-TNBC and nB-TNBC. Compounds were considered hits if they reduced the mean viability of the tB-TNBC group by more than 80% while maintaining a mean viability above 20% in the nB-TNBC group, thereby identifying compounds with selective cytotoxicity toward tB-TNBC cells.

### Immunofluorescence

Hs578T and BT-549 cells were fixed with a 4% paraformaldehyde (PFA) solution for 10 minutes at room temperature. Permeabilization and blocking were performed using a blocking solution containing 0.3% Triton X-100, 2% BSA, and 5% FBS for 1 hour at room temperature. The cells were then incubated for 1 hour at room temperature with primary antibodies diluted in blocking solution at the concentrations indicated in Supplementary Table S5. This was followed by incubation with the secondary antibodies (Supplementary Table S4) for 1 hour at room temperature. Mounting and DNA/nuclear staining were subsequently performed using Fluoroshield mounting medium with DAPI. Images were captured using an EVOS M500 microscope and processed using Fiji–ImageJ software (RRID: SCR_002285).

### Western blot

For protein extraction, cells were pelleted and washed with cold PBS before being lysed in RIPA buffer (89900, Thermo Scientific) supplemented with 10 μL/mL Halt Protease and Phosphatase Inhibitor Cocktail EDTA-Free (78440, Thermo Scientific). Following centrifugation at 14,000 × *g* for 15 minutes, the supernatant was collected to quantify the protein concentration using a bicinchoninic acid Pierce protein assay. Prior to electrophoresis, samples were heated at 95°C for 5 minutes. Running Buffer 1X was prepared by diluting MES SDS Running Buffer 20X (J62138, Thermo Scientific Chemicals). A precast gel was placed in the tank and filled with Running Buffer 1X. The samples were loaded onto the gel and electrophoresed at a constant voltage of 200 V. Protein transfer was performed using an iBlot Gel Transfer Device (IB21001, Invitrogen), according to the manufacturer’s instructions. The membranes were blocked in a buffer containing 5% milk and 0.1% Tween-20 in PBS for 1 hour at room temperature. After blocking, the membranes were incubated overnight at 4°C with primary antibodies (Supplementary Table S5) diluted in 5% BSA and 0.1% Tween-20 in PBS with shaking. The next day, the membranes were incubated with secondary antibodies (Supplementary Table S4) for 1 hour at room temperature. ECL solution (32109, Thermo Scientific) was used for protein detection, and images were captured using a Vilber Smart Imaging Fusion FX developer.

### Proliferation assay

To conduct the CellTiter 96 Non-Radioactive Cell Proliferation Assay (MTT; G4000, Promega), 5,000 cells were seeded in 100 μL of DMEM/F-12 with GlutaMAX Supplement medium containing 10% FBS in each well of a 96-well plate at designated time points (24, 48, and 72 hours). The plates were then incubated at 37°C in a humidified CO_2_ incubator. At each time point, the dye solution was added to each well and the cells were incubated at 37°C for 4 hours, shielded from light. Following this incubation, the stop solution was added, and the cells were further incubated for 1 hour at 37°C. The absorbance was subsequently measured at 570 nm using an AGILENT Biotek Synergy H1 multiplate reader.

### Migration assay

To assess cell migration, 10,000 cells were seeded in a 12-well insert (9318002, CellQART) with an 8 μm pore size containing 350 μL of FBS-free medium. Chemoattractant-containing medium, consisting of DMEM/F-12 with GlutaMAX supplement and 10% FBS, was added to the bottom well. The cells were then incubated for 48 hours at 37°C in a humidified CO_2_ incubator. After incubation, the medium was removed from the insert, and nonmigrated cells were gently swabbed from the top of each insert. The inserts were fixed with 4% PFA for 15 minutes and stained with crystal violet (C0775, Sigma-Aldrich) for 10 minutes. After drying, the stain was solubilized in acetic acid solution (5330010050, Supelco), and the absorbance was read at 590 nm using an AGILENT Biotek Synergy H1 multiplate reader.

### RNA extraction, sequencing, and analysis

Total RNA was extracted using the NZY miRNA Isolation & RNA Clean-up Kit (MB13402, NZYtech; RRID: SCR_016772) following the manufacturer’s protocol. The purity and concentration of the RNA from each sample were assessed using an Agilent TapeStation using the RNA ScreenTape Analysis Kit. The samples sent for sequencing had RIN values above 8. mRNA enrichment was subsequently performed using poly(A)-tail–connected magnetic beads and oligos. This was followed by double-stranded DNA synthesis and polymerase chain reaction (PCR) amplification using specific primers. The PCR products were subjected to thermal denaturation to produce single-stranded DNA, which was cyclized into a circular DNA library using bridge primers. Sequencing was conducted using the DNBSEQ platform (BGI Genomics, Co.; RRID: SCR_015025). Raw sequencing data were preprocessed using *SOAPnuke* software (BGI Genomics, Co.). This involved removing reads with adapter contamination, more than 5% N content, and low-quality reads (in which more than 20% of the bases had a quality score below 15). The resulting “clean reads” were saved in FASTQ format. RNA-seq data were analyzed using the Galaxy workbench platform (RRID: SCR_006281; ref. 30), adhering to specific recommendations (31). Quality control and trimming of the reads were performed using MultiQC (RRID: SCR_014982; ref. 32) and Cutadpt (33). The reads were then mapped to the reference genome (Hg38, human genome build 38) using STAR (RRID: SCR_004463; ref. 34). From the mapped sequences, the number of reads per annotated gene was counted using *featureCounts* (RRID: SCR_012919; ref. 35). Subsequently, DESeq2 (RRID: SCR_015687; ref. 36) was used to normalize the read counts and identify DEGs. Functional enrichment analysis of DEGs was performed using gene set enrichment analysis (GSEA; RRID: SCR_003199; ref. 37).

### *In vitro* drug response assay

A total of 5,000 cells were seeded in 96-well plates and incubated at 37°C in a humidified CO_2_ incubator. After 24 hours, cells were treated with serial dilutions of dasatinib starting at 1 mmol/L (Selleckchem, S1021) and incubated for an additional 72 hours at 37°C. The cells were fixed with 0.2% glutaraldehyde for 10 minutes and stained with crystal violet for 1 hour at room temperature with shaking. Following staining, the plates were dried, and the dye was eluted with acetic acid. Absorbance was measured at 590 nm using an AGILENT Biotek Synergy H1 multiplate reader.

### Tumor growth and drug response *in vivo*

Female immunocompromised NMRI-Foxn1^nu/nu^ mice (Janvier Labs), typically 6 weeks old, were used to generate xenografts. Fresh patient-derived xenograft (PDX)-derived tumor fragments were implanted subcutaneously or orthotopically, respectively. Mice were then treated daily with 20 mg/kg dasatinib or vehicle (30% PEG and 5% Tween-80 in physiologic serum) intraperitoneally. The treatment groups were randomized, and the health of the mice was monitored regularly. Tumor size was measured daily using digital calipers once the growth was observed.

## Results

### Identification of basal markers through integrated transcriptomic- and protein-level analyses of the healthy mammary gland

Publicly available scRNA-seq data from three studies of healthy murine mammary glands [GSE109711 (18), GSE164017 (19), and GSE148791 (20)] were integrated to generate unique epithelial signatures capable of distinguishing three epithelial clusters corresponding to basal and luminal (ERα^pos^ and ERα^neg^) cells (Fig. 1A and B; Supplementary Fig. S1A and S1B). Given that approximately 77% of TNBC tumors are classified as basal-like by PAM50 at the transcriptomic level (7), we first identified DEGs between BaCs and LCs to define candidate basal identity markers. To refine this selection, we ranked genes based on their loading along PC1, which clearly separates basal from luminal compartments (Supplementary Fig. S1C). The top 20 basal- and luminal-associated DEGs were selected (Fig. 1C; Supplementary Figs. S2 and S3).

**Figure 1.**
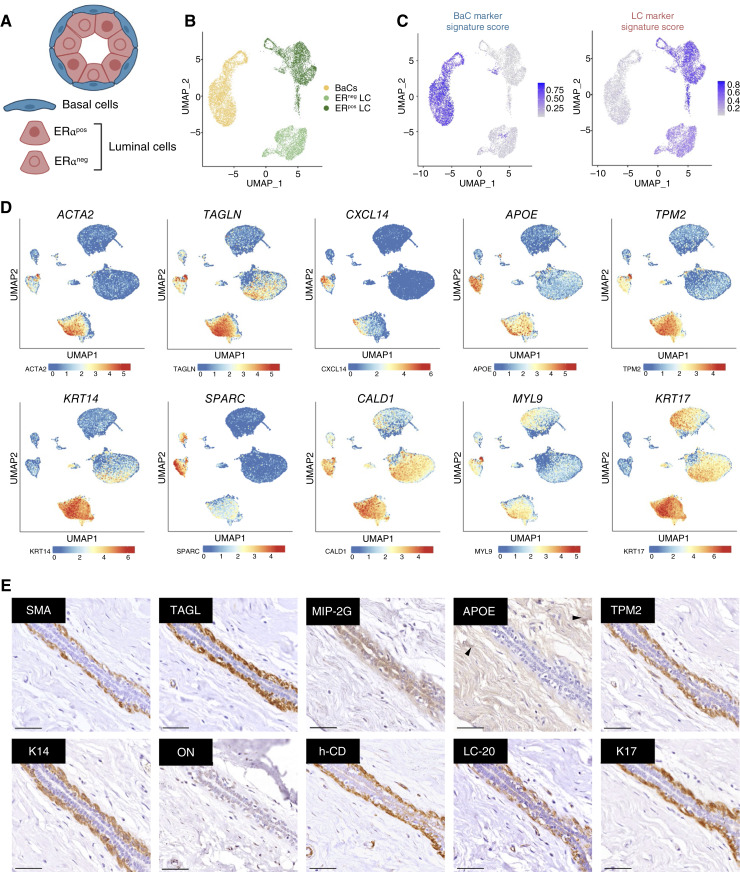
Identification of BaC identity markers expressed in the basal compartment of healthy human breast. **A,** Schematic representation of a mammary gland duct cross-section, showing BaCs (blue) and LCs cells (red). ERα^pos^ and ERα^neg^ statuses are indicated by nuclear color. **B,** Integrated UMAP plot showing epithelial cell clustering from three murine scRNA-seq datasets. Color coding differentiates between BaCs (blue), ERα^pos^ LC (red), and ERα^neg^ LCs (green). **C,** UMAP plots showing the signature score of the top 20 DEGs associated with each epithelial compartment. Signature scores are color-coded from low (gray) to high (blue). **D,** UMAP plots showing expression levels of the top 10 BaC-associated genes across the integrated human dataset. Color gradient indicates expression levels from low (blue) to high (red). **E,** Representative IHC staining of breast tissue consecutive serial sections showing proteins expression of candidate BaC-associated genes. Scale bar, 50 μm. Arrows in the APOE panel highlight expression restricted to stromal cells. **A,** Created in BioRender. Rodilla, V. (2026) https://BioRender.com/qpb7bux.

Next, candidate basal markers were further refined based on their ability to consistently identify human BaCs at both the transcriptomic and protein levels. To confirm cross-species expression, we integrated three scRNA-seq datasets from healthy human breast tissues [GSE161529 (15), GSE180878 (21), and GSE113197 (14); Supplementary Fig. S4]. These analyses confirmed that the top 10 basal markers identified in murine tissues were also consistently expressed in human BaCs, supporting their value as conserved basal identity markers across species (Fig. 1D; Supplementary Fig. S2).

Although some markers, such as apolipoprotein E (Apo-E/*APOE*), C-X-C motif chemokine 14 (MIP-2G/*CXCL14*), and osteonectin (ON/*SPARC*), showed broader histologic expression beyond the basal compartment (Fig. 1E), protein-level validation confirmed that SMA/*ACTA2*, TAGL/*TAGLN*, TPM2, keratin 14 (K14), caldesmon (h-CD/*CALD1*), myosin regulatory light polypeptide 9 (LC-20/*MYL9*), and keratin 17 (K17) were exclusively expressed in BaCs located in the outer layer of the mammary epithelium in healthy human breast tissue (Fig. 1E). These results highlight a robust set of basal markers with conserved transcriptomic- and protein-level expression that define the basal epithelial identity in the healthy mammary gland.

### Selection of robust basal markers in TNBC

The specificity of these seven basal markers identified in the healthy mammary gland was evaluated in a discovery cohort comprising 54 HR-positive tumors at different stages, including LGDCIS, DCIS, and IDC, and 26 TNBC samples collected at diagnosis. In LGDCIS, basal marker expression was restricted to the myoepithelial layer surrounding the tumor (Fig. 2A). In contrast, expression was nearly absent in advanced IDC samples (Fig. 2B), indicating progressive loss of the basal layer during HR-positive disease evolution. In DCIS, most markers remained confined to nontransformed myoepithelial cells, except for LC-20 and h-CD, which were also detected in tumor cells in more than 25% of cases (Fig. 2B), suggesting that certain basal markers may be reactivated in LCs during tumor progression. We also evaluated the expression of these seven basal markers in the TNBC samples. Unsupervised hierarchical clustering based on the percentage of positive tumor cells for each marker stratified the tumors into two distinct groups: tB-TNBC and nB-TNBC (Supplementary Fig. S5). SMA, TAGL, TPM2, LC-20, and h-CD were all expressed in the tB-TNBC group (Fig. 3A; Supplementary Fig. S5), which represented approximately 11.5% of cases (3/26). Notably, K14 and K17 were poorly expressed (<10% of positive cells) in TNBC samples (Fig. 3B; Supplementary Fig. S5), suggesting that expression of these cytokeratins is lost during tumorigenesis. Based on these observations, LC-20 and h-CD were excluded because of their lack of specificity, and K14 and K17 were discarded because of low expression in TNBC. Through this bottleneck strategy, SMA, TAGL, and TPM2 were selected as robust and specific markers of basal identity. Interestingly, in nB-TNBC tumors, basal marker expression was restricted to stromal cells, with no staining detected in tumor epithelial cells (Fig. 3C; Supplementary Fig. S5).

**Figure 2.**
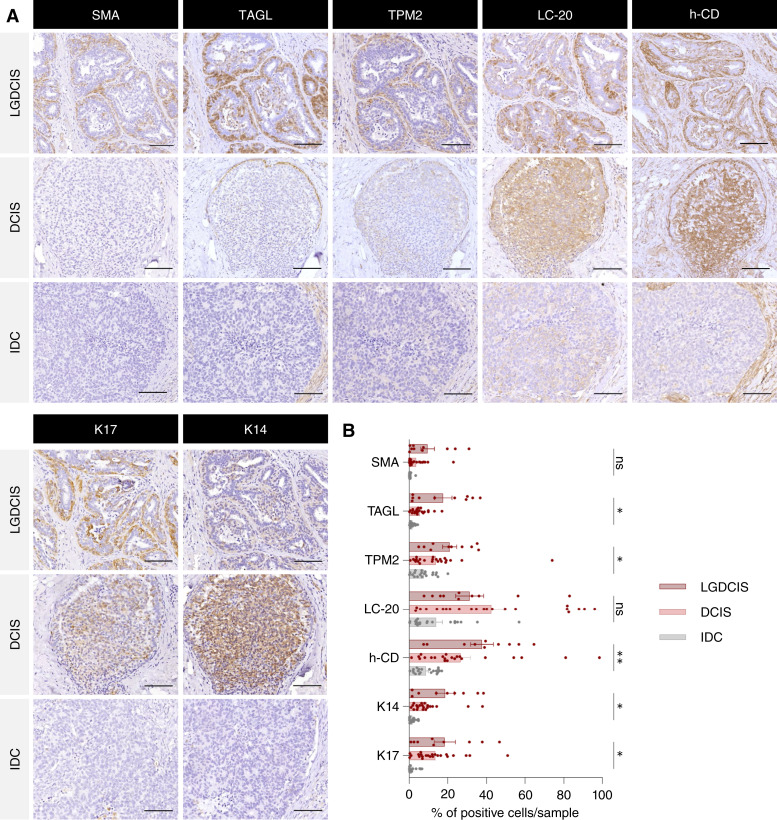
Histologic expression of basal markers in HR-positive breast tumors at different tumor stages. **A,** Representative sections of HR-positive samples at different tumor stages (LGDCIS, DCIS, and IDC) stained with the indicated basal markers. Scale bar, 50 μm. **B,** Bar plots representing the percentage of cells expressing each marker in in HR-positive samples across the different tumor stages. Statistics calculated two-way ANOVA. *, *P* < 0.05; **, *P* < 0.005; ns, not significant.

**Figure 3.**
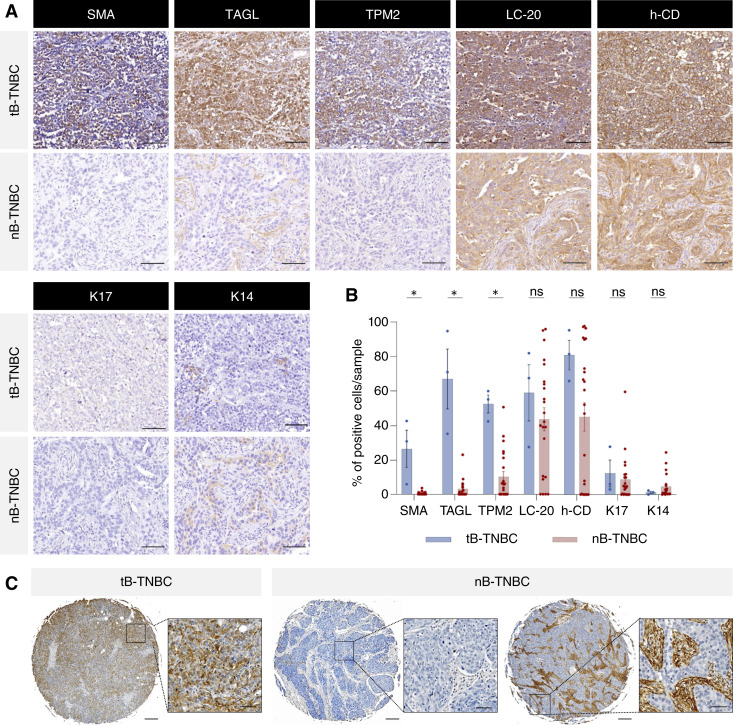
Histologic expression of basal markers in breast tumor samples. **A,** Representative sections of tB- and nB-TNBC samples stained with the indicated BaC markers. Scale bar, 50 μm. **B,** Bar plots representing the percentage of cells expressing each marker in tB- and nB-TNBCs. *, *P* < 0.05 based on unpaired *t* test (Holm–Sidak method); ns, not significant. **C, **Left, representative images showing TAGL staining in tB- and nB-TNBC tumors. Scale bar, 200 and 50 μm in the insets.

To validate their diagnostic value, we performed IHC on two independent TNBC validation cohorts: a commercial TMA (BR1301a, *n* = 120) and a cohort from Hospital General Universitario Santa Lucía (Cartagena, Spain; *n* = 123). Unsupervised hierarchical clustering of marker expression again stratified the samples into two distinct groups (tB-TNBC and nB-TNBC; Fig. 4A). In parallel, we established marker-specific thresholds using a standard biomarker evaluation approach. Histogram plots of marker expression revealed bimodal distributions, from which the valley between peaks was used as the positivity cutoff, corresponding to >5% for SMA, >30% for TAGL, and >40% for TPM2 (Supplementary Fig. S6A). Notably, the classification based on these thresholds matched the unsupervised clustering results, reinforcing the biological consistency of the subclassification. Furthermore, tumors classified as tB-TNBC consistently expressed at least two of the three tB-markers above their respective cutoffs, even though no such combinatorial rule was preimposed (Fig. 4B). This convergence across two independent classification strategies further supports the robustness of our approach. Based on these criteria, 22.6% of TNBC cases (55/243) in the validation cohorts were classified as tB-TNBC (Fig. 4A; Supplementary Tables S1 and S2). The diagnostic value of the three tB-markers was further assessed using receiver operating characteristic curve analysis, which showed excellent discriminatory ability for TAGL (AUC = 0.91 ± 0.01) and TPM2 (AUC = 0.95 ± 0.01) and moderate performance for SMA (AUC = 0.73 ± 0.02; Supplementary Fig. S6B).

**Figure 4.**
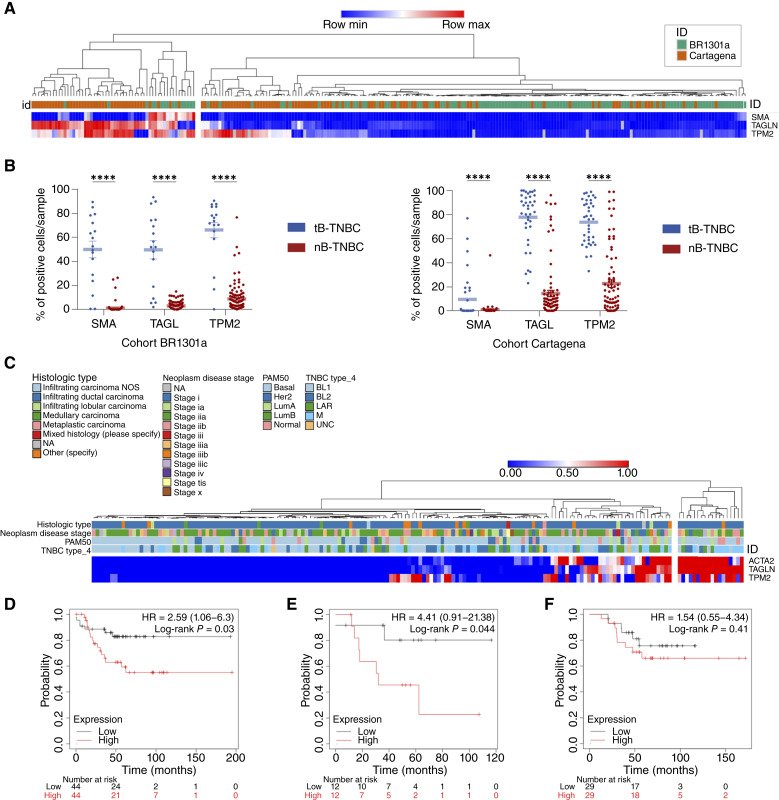
Expression and prognostic impact of tB-markers in TNBC. **A,** Unsupervised hierarchical clustering of the percentage of positive cells/sample in the discovery and validation cohorts of TNBC (*n* = 243). Color code denotes percentage of expression (blue, 0%; red, 100%). **B,** Scatter plots representing the percentage of tumor cells positive for SMA, TAGL, and TPM2 in two independent TNBC cohorts: the commercial TMA BR1301a (left) and the Cartagena cohort (right). Each dot represents one patient sample; horizontal lines indicate mean ± SEM. Statistical significance was determined using two-way ANOVA. ****, *P* < 0.0001. **C,** Heatmap showing the expression levels of the tB-markers across breast cancer samples. Expression values are row-normalized, ranging from low (blue) to high (red). The top annotations indicate relevant clinical and molecular characteristics of each sample, including histologic type, disease stage, intrinsic PAM50 subtype, and Lehmann classification (TNBC type_4). NA, not available; NOS, not otherwise specified. **D,** KM plot depicting RFS of patients with TNBC stratified by tB-marker expression. **E,** KM plot showing RFS in patients with TNBC treated exclusively with chemotherapy, based on tB-marker expression. **F,** KM plot illustrates OS of patients with TNBC based on tB-marker expression. In panels **D–F**, patient subgroups were defined through trichotomization, in which the lower quartile represents the “low expression” group (black), and the upper quartile represents the “high expression” group (red). Patients with intermediate expression levels were excluded to ensure a robust comparison between high and low expressers.

To explore whether this marker-based classification is also reflected at the transcriptomic level, we analyzed TNBC samples from TCGA (28). Approximately 10.2% of tumors (18/176) were classified as tB-TNBC based on high expression of *ACTA2*, *TAGLN*, and *TPM2*. Importantly, these markers did not cluster with any particular PAM50 or Lehmann subtypes (Fig. 4C), supporting the notion that tB-TNBC represents a biologically distinct subgroup not captured by existing classification schemes.

To further characterize the molecular identity of this subgroup, we performed differential expression analysis between tB-TNBC and nB-TNBC tumors in the TCGA cohort (28) using expression of *ACTA2*, *TAGLN*, and *TPM2* as classifiers. The resulting tB-TNBC gene signature included these three markers as the most significantly upregulated genes, *TAGLN* ranking first, further validating their subclassification value (Supplementary Fig. S6C). Finally, to explore whether this transcriptional program mirrors that of normal basal epithelial cells, we compared the tB-TNBC signature with the basal identity genes previously identified from scRNA-seq of healthy mammary glands. This comparison revealed a shared set of 23 genes (Supplementary Fig. S6D), including cytoskeletal components, extracellular matrix regulators, and contractility-associated transcripts. These findings suggest the existence of a conserved basal program that is active in both normal and malignant BaCs.

Taken together, these results confirm that *ACTA2*, *TAGLN*, and *TPM2* are reliable and specific biomarkers for identifying a distinct TNBC subgroup, termed as tB-TNBC, at both the transcriptomic and protein levels. Their consistent expression defines a previously unrecognized TNBC subtype, providing new insights into tumor heterogeneity and enabling more precise patient stratification.

### Clinical characterization and prognostic value of tB-markers in TNBC

To determine whether tB- and nB-TNBC differ in their clinical features, we analyzed key pathologic parameters across both validation cohorts. Overall, no statistically significant differences were observed in tumor size, nodal involvement, metastatic status, histologic subtype, or tumor grade. Although some variability was noted, such as a slightly older mean age at diagnosis in the tB-TNBC group, these differences did not reach statistical significance and were not consistently replicated across cohorts. These findings indicate that tB-TNBC cannot be reliably identified based on conventional clinicopathologic criteria (Supplementary Tables S1 and S2), underscoring the relevance of molecular biomarkers for accurate TNBC subclassification.

Additionally, to evaluate the clinical impact of the tB-markers, we used the KM plotter tool to correlate their expression with patient outcomes across breast cancer datasets. Stratifying patients by the mean expression of *ACTA2*, *TAGLN*, and *TPM2* (upper vs. lower quartiles), we found that high expression was associated with a significantly worse prognosis, RFS with a HR of 2.59 (Fig. 4D). Moreover, in patients treated exclusively with chemotherapy, prognosis was even poorer (HR = 4.41, Fig. 4E), suggesting that tB-TNBC tumors may derive limited benefit from standard chemotherapy regimens. No significant differences were observed in OS (HR = 1.54, Fig. 4F). These findings were corroborated using external datasets via bc-GenExMiner, in which high expression of each tB-marker individually was associated with reduced disease-free and metastasis-free survival (Supplementary Fig. S7).

To further explore the therapeutic implications of the tB-TNBC subtype, we examined the relationship between tB-marker expression and response to immune checkpoint inhibitors. Using transcriptomic data from the phase II I-SPY2 clinical trial (GSE173839; ref. 38), in which patients with TNBC received neoadjuvant durvalumab (anti–PD-L1), olaparib, and paclitaxel, we observed significantly higher expression of *ACTA2*, *TAGLN*, and *TPM2* in nonresponders (non-pCR) compared with responders (pCR; Supplementary Fig. S8A). These findings suggest that tB-TNBC may be less likely to benefit from anti–PD-L1–based immunotherapy, as well as from standard chemotherapy regimens (Fig. 4E; Supplementary Fig. S8A). To determine whether this poor response reflects an immunologically inert tumor microenvironment, we analyzed the expression of key immune checkpoint–related genes (*PDCD1*, *CD274*, *CTLA4*, *TIGIT*, and *PVR*) in the TCGA cohort (*n* = 176; ref. 28), stratified by tB-TNBC status. tB-TNBC tumors exhibited consistently low or absent expression of these immune markers, indicating an immunologically “cold” phenotype (Supplementary Fig. S8B). Collectively, these results suggest that tB-TNBC tumors may not respond to immune checkpoint blockade targeting the PD-1/PD-L1 or CTLA4/CD80 axes, highlight the need for alternative therapeutic strategies tailored to this biologically distinct and immunoresistant subtype.

In summary, our results demonstrate that *ACTA2*, *TAGLN*, and *TPM2* are not only robust markers of basal identity but also serve as reliable biomarkers for identifying a clinically relevant TNBC subgroup. This molecular subclassification captures biologically meaningful heterogeneity within TNBC and may provide valuable insights for prognosis and therapeutic decision-making.

### Identification of therapeutic compounds for the targeted treatment of tB-TNBC tumors

To identify therapeutic strategies specifically effective against tB-TNBC, we performed high-throughput screening of 3,200 FDA-approved compounds using breast cancer cell lines stratified by expression of the tB-markers (*ACTA2*, *TAGLN*, and *TPM2*). From a panel of breast cancer lines, we selected two tB-TNBC models (Hs578T and BT-549) and two nB-TNBC models (HCC70 and MDA-MB-468) that exhibited low or undetectable tB-marker expression (Fig. 5A). Cells were seeded under standardized conditions to ensure reproducibility and treated with each compound at a fixed concentration of 10 μmol/L for 72 hours. Cell viability was then assessed using crystal violet staining (Fig. 5B and C). Compounds that reduced viability by >80% in both tB-TNBC cell lines while maintaining >20% viability in the nB-TNBC models were considered selectively effective and shortlisted for further analysis (Fig. 5C and D).

**Figure 5.**
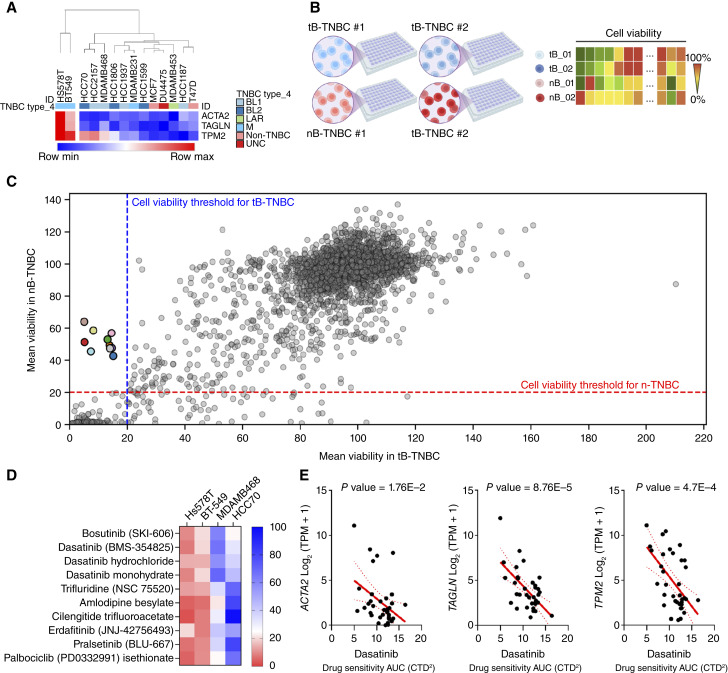
Identification of candidate compounds selectively targeting tB-TNBC cells. **A,** Heatmap showing the transcriptomic expression of tB-markers in a panel of breast cancer cell lines. **B,** Schematic representation of the FDA-approved drug library screening workflow. Cell viability heatmap shows the response of each cell line to the 3,200 tested compounds. ***, *P* < 0.001. **C,** Dot plot of average cell viability (%) in tB-TNBC (*x*-axis) and nB-TNBC (*y*-axis) cell lines after treatment. Dotted red and blue lines indicate the viability thresholds used for compound selection (<20% viability in tB-TNBC and >20% in nB-TNBC). Colored dots highlight the selective compounds. **D,** Heatmap showing the viability percentages of the selected compounds across the four TNBC cell lines used in the screen. **E,** Correlation plots showing the association between *ACTA2*, *TAGLN*, and *TPM2* expression (log_2_ TPM + 1) and dasatinib sensitivity (AUC) in breast cancer cell lines. Red lines, regression fit; shaded areas show 95% confidence intervals. *P* values calculated by Pearson correlation. **B,** Created in BioRender. Rodilla, V. (2026) https://BioRender.com/qpb7bux.

To prioritize compounds whose efficacy was specifically linked to tB-marker expression, we performed correlation analyses using public expression and drug sensitivity data from the *DepMap* portal. Specifically, we evaluated whether the cytotoxicity of each compound correlated with transcriptomic expression of *ACTA2*, *TAGLN*, and *TPM2* (Fig. 5E; Supplementary Fig. S9). Notably, dasatinib, a multi-kinase inhibitor approved for hematologic malignancies, showed a statistically significant correlation between drug sensitivity and tB-marker expression (Fig. 5E), suggesting potential selective efficacy in tB-TNBC models.

To experimentally validate this finding, we performed dose–response assays in the same panel of TNBC cell lines. The tB-TNBC lines Hs578T and BT-549, which express high levels of tB-markers, showed markedly increased sensitivity to dasatinib (IC_50_ = 0.049 and 1.242 μmol/L, respectively), compared with the nB-TNBC lines HCC70 and MDA-MB-468 (IC_50_ = 15.40 and 18.23 μmol/L; Fig. 6A). As a negative control, HR-positive cell lines (MCF7 and T-47D) showed minimal sensitivity to dasatinib, consistent with their low tB-marker expression. To assess *in vivo* efficacy, we established PDX models positive for all three tB-markers (Fig. 6B and C). Mice bearing these PDX tumors were treated daily with dasatinib or vehicle for 2 weeks, and tumor growth was measured every other day (Fig. 6D and E). Dasatinib treatment significantly reduced tumor growth and final tumor weight compared with controls (Fig. 6E and F), demonstrating strong *in vivo* sensitivity of tB-TNBC tumors to this compound. Collectively, these results provide robust preclinical evidence supporting the repurposing of dasatinib as a subtype-specific therapy for tB-TNBC.

**Figure 6.**
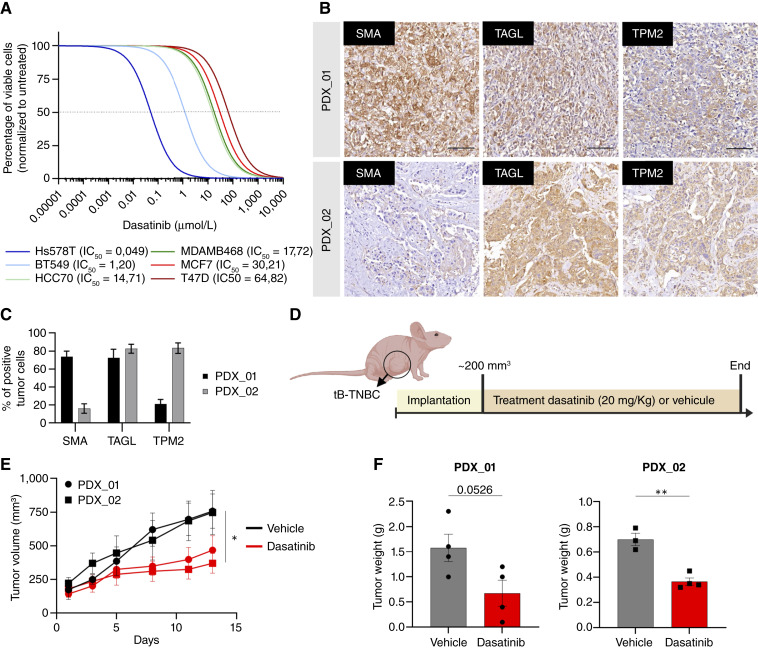
Evaluation of dasatinib sensitivity in tB-TNBC models *in vitro* and *in vivo*. **A,** Dose–response curves showing cell viability of indicated cell lines treated with increasing concentrations of dasatinib for 72 hours. Solid lines represent the mean of three biological replicates performed in technical replicates normalized to untreated controls, and IC_50_ values are indicated. **B,** Representative IHC images of tB-TNBC PDXs (PDX_01 and PDX_02) showing expression of SMA, TAGL, and TPM2. Scale bars, 100 μm. **C,** Quantification of positive tumor cells for each tB-marker in PDX_01 and PDX_02. Data are shown as mean ± SEM of different tumor areas. **D,** Schematic representation of the dasatinib treatment protocol. **E,** Tumor growth curves of the tB-TNBC PDXs treated with vehicle (black) or dasatinib (red). Error bars, ± SEM. *P* values calculated by Wilcoxon test. **F,** Bar plot showing tumor weight at the end point. Data are shown as mean ± SEM. *P* values calculated by two-tailed Student *t* test. **, *P* < 0.01. **D,** Created in BioRender. Rodilla, V. (2026) https://BioRender.com/qpb7bux.

Furthermore, our findings highlight the utility of tB-markers not only for TNBC subclassification but also as predictive biomarkers of therapeutic response. These markers could serve as a stratification tool to identify patients most likely to benefit from dasatinib and potentially other targeted agents.

### The role of *TAGLN* in mediating dasatinib responsiveness in tB-TNBC

To determine whether tB-marker expression directly modulates sensitivity to dasatinib, we focused on *TAGLN*, which exhibited the most consistent and specific expression across tB-TNBC samples (Figs. 2A, 4A, and 6C). Based on this observation, we generated *TAGLN*-KO clones in two representative tB-TNBC cell lines, Hs578T and BT-549 (Fig. 7A and B), both selected for their high expression of tB-markers within a broader panel of breast cancer cell lines (Supplementary Fig. S10A).

**Figure 7.**
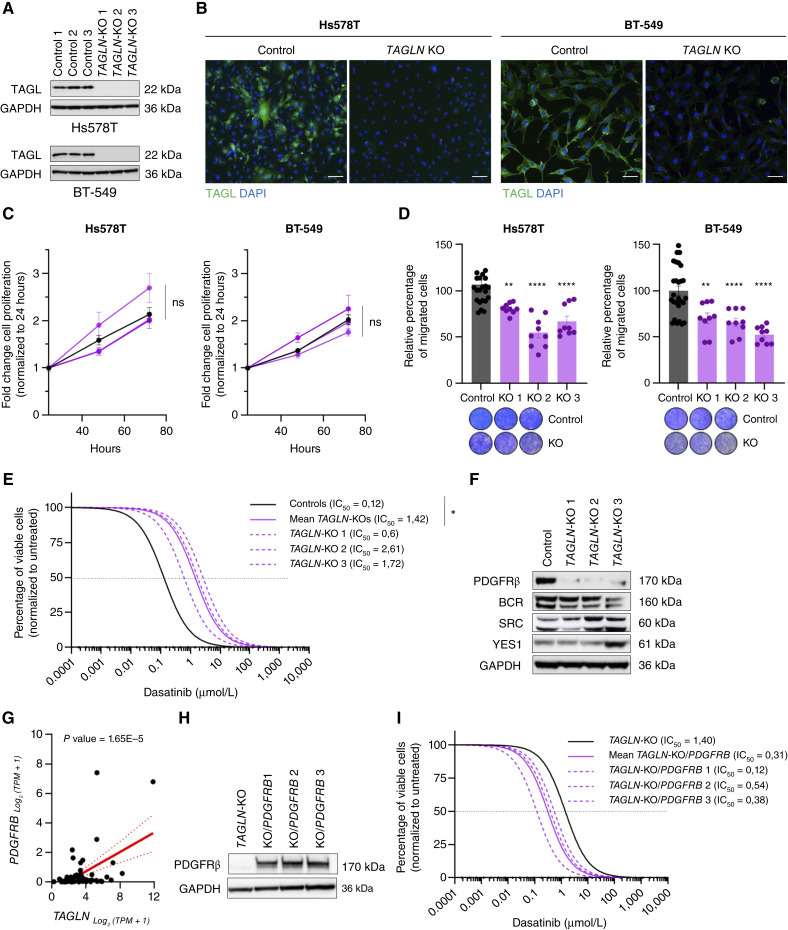
TAGL as a predictive marker for dasatinib sensitivity. **A,** Western blot of control and *TAGLN*-KO cells in Hs578T (top) and BT-549 (bottom) cells. **B,** Representative immunofluorescence of Hs578T and BT549 control and *TAGLN*-KO cells, stained with αTAGL (green) and DAPI (blue). Scale bar, 50 μm. **C,** Cell proliferation in control (black) and *TAGLN*-KO (purple) cells measured by MTT assays over 72 hours. **D,** Relative percentage of migrated cells in control and *TAGLN*-KO cells, assessed by transwell assays. In **C** and **D**, values represent the mean ± SEM of at least three experimental replicates, and statistical significance was determined using one-way ANOVA. **E,** Drug–response curves for cell viability of control and *TAGLN*-KO cells treated with dasatinib at increasing concentrations. **F,** Western blot of known dasatinib targets in control and *TAGLN*-KO cells. **G,** Data from the *DepMap* portal showing the correlation between *TAGLN* and *PDGFRB* in breast cancer cell lines. **H,** Western blot of PDGFRβ in *TAGLN*-KO and cells and clones constitutively expressing *PDGFRB*. **I,** Drug–response curves for cell viability of *TAGLN*-KO and *TAGLN*-KO/*PBGFRB* cells treated with dasatinib at increasing concentrations. In **E** and **I**, solid lines represent the mean of three biological replicates performed in technical replicates. The dashed line indicates their IC_50_ value. **, *P* < 0.01; ****, *P* < 0.0001; ns, not significant.

Functional assays revealed that *TAGLN* is not essential for cell proliferation, as its depletion did not significantly affect the growth of either cell line (Fig. 7C). However, given *TAGLN*’s role as an actin-binding protein involved in cytoskeletal organization (39, 40), we next examined its impact on cell migration. *TAGLN*-KO cells displayed markedly reduced migratory capacity in both Hs578T and BT-549 compared with control cells (Fig. 7D), suggesting that *TAGLN* contributes to the migratory, and potentially metastatic, behavior of tB-TNBC cells.

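Bulk RNA-seq covered 12 libraries, each labeled as a separate clone: 3 control and 3 TAGLN-KO clones of each of the TNBC cell lines Hs578T and BT-549. TAGLN encodes TAGL, an actin-binding protein of the cytoskeleton, and lies on chromosome 11 of hg38 from 117199370 to 117207464 on the + strand, with 5 exons in its canonical transcript. In Hs578T, TAGLN was at 806 ± 147 CPM (SD, n = 3 clones) in control clones and 28.3 ± 17.8 CPM (SD, n = 3 clones) in TAGLN-KO clones. This is a log2 fold change of -4.83 (standard error 0.65, adjusted p = 0.19 from edgeR's quasi-likelihood test). In BT-549, TAGLN fell from 14.9 ± 3.27 CPM (SD, n = 3 clones) in control clones to 1.24 ± 0.506 CPM (SD, n = 3 clones) in TAGLN-KO clones, a log2 fold change of -3.58 (standard error 0.32, adjusted p = 0.0015 from edgeR). In each line every TAGLN-KO clone had less TAGLN than every control clone (exact permutation test, two-sided p = 0.1, the smallest p that 3 clones against 3 allow). The difference in Hs578T passed an adjusted p of 0.05 with DESeq2, with limma-voom, in 1 fit of all 12 libraries, and in edgeR without TAGLN-KO clone KO7.

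**Figure D1:**
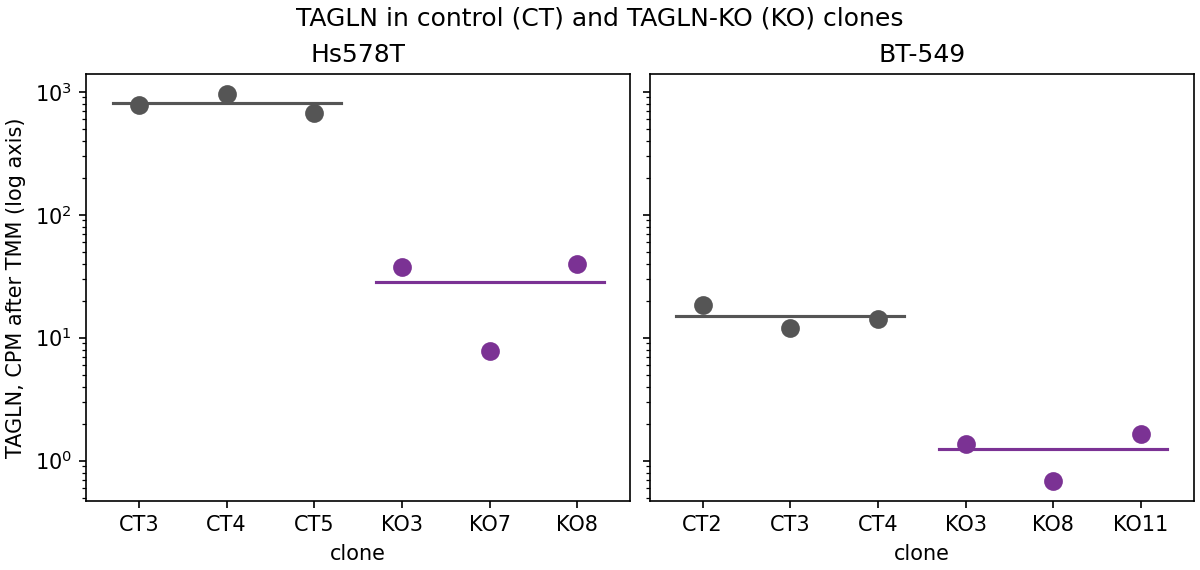
TAGLN in CPM after TMM (log axis) in each control (CT) and TAGLN-KO (KO) clone of Hs578T and BT-549. Points are clones and horizontal lines are group means, and each TAGLN-KO clone lies below each control clone of its line.

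The authors enriched mRNA by its poly(A) tail, trimmed and mapped the reads to hg38 with STAR, and deposited the raw counts per annotated gene from featureCounts. Total counts ranged from 37968300 to 38207616 in Hs578T control clones and from 37424281 to 38071266 in Hs578T TAGLN-KO clones. In BT-549 they ranged from 37852607 to 38485180 in control clones and from 36359665 to 37351100 in TAGLN-KO clones. Genes with low counts were removed, libraries were normalized by TMM, and TAGLN-KO clones were compared with control clones within each line, over 17385 genes in Hs578T and 16136 genes in BT-549. The biological coefficient of variation was 0.319 in Hs578T and 0.174 in BT-549. TAGLN-KO clone KO7 of Hs578T stood apart. The chi-square of its counts against clone KO3 (median over genes) was 84.8 times that of sampling noise, whereas KO3 against KO8 gave 2.02. Control clone CT5 gave 22.3 and 19.8 against CT3 and CT4, which gave 3.94 against each other. PCSK7 overlaps TAGLN on the opposite strand, and the strand setting of the counting was not named in the text of the paper, so reads in the overlap cannot be assigned to either gene from these counts.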

To further investigate *TAGLN*-dependent pathways, we performed bulk RNA-seq on *TAGLN*-KO and control clones (Supplementary Fig. S10B). Surprisingly, few DEGs were shared between the two KO models (Supplementary Fig. S10C), indicating cell line–specific transcriptional responses. Nevertheless, GSEA revealed consistent disruption of key oncogenic pathways, including β-catenin and KRAS signaling (Supplementary Fig. S10D). 

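In BT-549, 123 genes rose and 263 fell in TAGLN-KO clones at an adjusted p under 0.05 from edgeR, and in Hs578T 0 rose and 1 fell. The gene that fell in Hs578T was SC5D, an enzyme of sterol synthesis, from 125 ± 10.2 to 33.2 ± 2.15 CPM (SD, n = 3 clones per group, adjusted p = 0.037 from edgeR). The call of SC5D in Hs578T ended without CT3, CT4, CT5, KO3 or KO8 (adjusted p = 0.36, 0.59, 0.11, 0.58 or 0.57 from edgeR). SC5D lies on chromosome 11 at 121292681, in a stretch of 96 expressed genes around TAGLN with median log2 shifts of -0.50, -0.59 and -0.56 in the 3 TAGLN-KO clones of Hs578T. The shifts of SC5D itself were -1.91, -1.89 and -1.95 in these clones, much larger than those medians. In BT-549, FN1, which encodes the matrix protein fibronectin, rose from 69.0 ± 12.9 to 614 ± 106 CPM (SD, n = 3 clones per group, adjusted p = 2.7e-04 from edgeR). CD274, which encodes the immune checkpoint ligand PD-L1, rose in BT-549 from 8.99 ± 3.66 to 37.5 ± 4.41 CPM (adjusted p = 0.0071 from edgeR). The call of CD274 in BT-549 ended without CT2 (adjusted p = 0.064). HSD11B1, an enzyme that activates glucocorticoids, rose from 19.8 ± 6.66 to 112 ± 10.4 CPM (adjusted p = 0.0017 from edgeR). CYBA, a subunit of NADPH oxidase, fell from 29.2 ± 1.66 to 0.783 ± 0.21 CPM (adjusted p = 5.7e-05 from edgeR), and lies on chromosome 16 at 88643275. On that chromosome 34 of 740 tested genes fell and 1 rose in BT-549, where 12.1 falls would be expected. Its lowest window of 40 genes, from 68530090 to 74621399, had median log2 shifts of -0.42, -0.56 and -0.44 in the 3 TAGLN-KO clones, far less than the fall of CYBA. MX2, an interferon-induced antiviral GTPase, and FAP, a protease of activated fibroblasts, had 0 reads in the 3 TAGLN-KO clones of BT-549. Against a floor of 3 counts per library, MX2 was at least 188-fold lower and FAP at least 66.2-fold lower than in control clones.

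**Figure D2:**
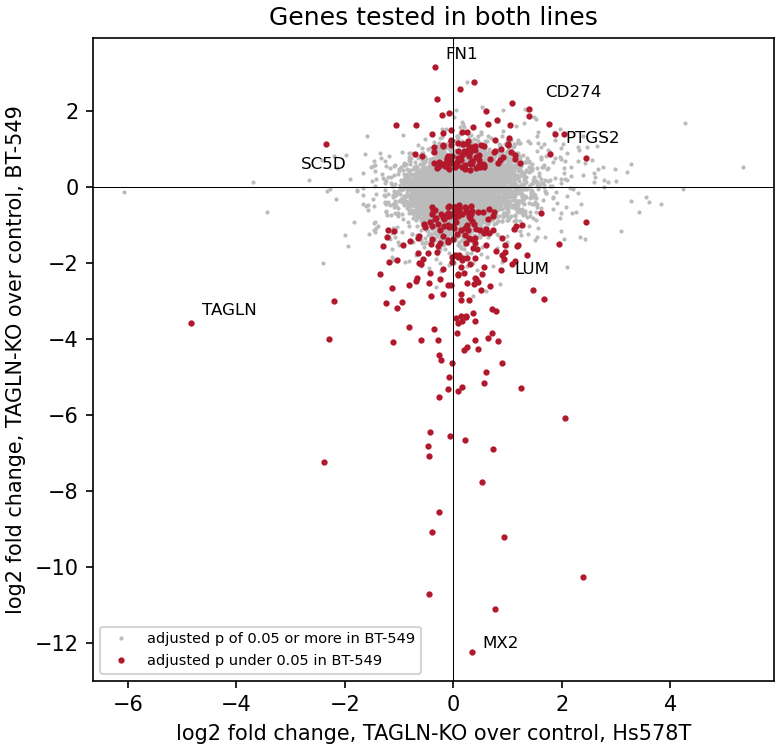
Log2 fold change of TAGLN-KO over control clones in Hs578T (x axis) and BT-549 (y axis), with 1 point per gene tested in both lines. Red points had an adjusted p under 0.05 from edgeR in BT-549, TAGLN lies far below 0 on both axes, and the fitted value of MX2 in BT-549 depends on the prior count.

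With edgeR, 0 genes passed an adjusted p of 0.05 and a 2-fold change in the same direction in both lines. At an unadjusted p under 0.05 from edgeR, 1341 of 17385 tested genes passed in Hs578T and 3394 of 16136 in BT-549. If no gene differed, a share of 0.05 of the tested genes would pass by chance. With DESeq2, 303 genes passed an adjusted p of 0.05 in Hs578T and 1138 in BT-549, and 12 passed with a 2-fold change in the same direction in both lines and 6 in opposite directions. Of these, CD274, PTGS2 (a prostaglandin synthase), CAMK1G, SP6, VGF and ZNF385B were higher in both lines, where independent lists would share 0.417 genes. TAGLN, COL16A1 (a collagen chain), ECM2, PID1, PLXNA4 and SLC12A8 were lower in both, where independent lists would share 0.752. TAGLN is the targeted gene, so its sharing was set by the design. No expected number was worked out for the 6 genes in opposite directions, so this overlap cannot show a shared response. Without clone KO7, edgeR called 857 genes in Hs578T, of which 4 higher and 4 lower genes were shared in direction past 2-fold and 8 went in opposite directions. The TAGLN-KO clones left there, KO3 and KO8, were the closest pair of Hs578T (median chi-square 2.02 times that of sampling noise). Control clones CT3 and CT5 gave 22.3. Counts from fits without KO7 thus rest on little spread between TAGLN-KO clones. With KO3 and KO8 summed edgeR called 0 genes, but that fit keeps KO7, so it cannot tell what the closeness of KO3 and KO8 adds. Without TAGLN-KO clone KO8 of BT-549 the count in that line was 1234, and without control clone CT2, CT3 or CT4 or TAGLN-KO clone KO11 it was 147, 173, 160 or 132. Across the 14574 genes tested in both lines other than TAGLN, the log2 fold changes had a Pearson r of 0.12 and a Spearman rho of 0.20, and genes are not independent replicates. Without clone KO7 the Pearson r was -0.05. The difference between TAGLN-KO and control clones was not the same in the 2 lines for 155 of 19065 genes (adjusted p under 0.05 for the interaction of line and genotype in edgeR). In 9 draws that regrouped the Hs578T clones alone, 41 to 151 genes passed. TAGLN-KO clones shared a shifted stretch of chromosome 11 in Hs578T and of 16 in BT-549. Loss of TAGLN thus cannot be told apart from other differences between the clones. The number of genes whose TAGLN-KO effect differs between the lines was 804 without KO7 of Hs578T, 91, 59, 94 or 91 without CT3, CT4, KO3 or KO8 of Hs578T, and 78, 69, 82, 86, 98 or 57 without CT2, CT3, CT4, KO3, KO8 or KO11 of BT-549. Among these, LUM, the matrix proteoglycan lumican, fell in BT-549 from 72.6 ± 10.4 to 16.0 ± 4.1 CPM, and was at 156 ± 31.8 CPM in control and 288 ± 15.9 CPM in TAGLN-KO clones of Hs578T. From the small number of shared DEGs, the paper proposes that the transcriptional responses are specific to each cell line.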

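Of the 36 tested genes of a WNT/β-catenin list, 3 rose and 0 fell in TAGLN-KO clones of BT-549 at an adjusted p under 0.05 from edgeR (3 higher and 1 lower when adjusted over the list alone). They were MYC, a transcription factor that drives growth, from 93.1 ± 12.4 to 192 ± 55.5 CPM (SD, n = 3 clones per group), the transcriptional repressor HEY1, from 7.03 ± 3.29 to 32.5 ± 10.4 CPM, and GNAI1, an inhibitory G protein subunit, from 6.50 ± 1.49 to 26.0 ± 3.74 CPM. Of 118 tested genes of a list raised by KRAS signaling, 5 rose and 7 fell in BT-549 (12 higher and 14 lower when adjusted over the list alone). PLAT, the tissue plasminogen activator, rose from 183 ± 11.5 to 442 ± 32.2 CPM, whereas ENG, the TGFβ co-receptor endoglin, fell from 51.1 ± 4.15 to 10.3 ± 0.398 CPM. Of 85 tested genes of a list lowered by KRAS signaling, 0 rose and 4 fell (3 higher and 8 lower when adjusted over the list alone). These were SERPINB2, an inhibitor of plasminogen activators, the interferon-induced gene IFI44L, the adhesion receptor CELSR2 and the complement component C5. CTNNB1, which encodes β-catenin, was at 118 ± 13.3 CPM in control and 116 ± 6.4 CPM in TAGLN-KO clones of BT-549, and KRAS at 35.9 ± 2.97 and 30.4 ± 3.53 CPM. The call of MYC in BT-549 ended without CT2, CT3, CT4 or KO11 (adjusted p up to 0.18). That of HEY1 in BT-549 ended without CT2, CT4 or KO11 (up to 0.11), and that of C5 in BT-549 without CT2, CT3, CT4, KO3 or KO11 (up to 0.13). In Hs578T, 0 members of these 3 lists passed over all genes with edgeR, and 1 gene of the list lowered by KRAS was higher when adjusted over the list alone.
As a group, the WNT/β-catenin list had a median log2 fold change of 0.15 in BT-549 (camera adjusted p = 0.055, and 0.48 with an estimated correlation). The camera adjusted p was 0.039 without control clone CT3 and 0.093 without TAGLN-KO clone KO8. The list lowered by KRAS had a median of -0.20 (camera adjusted p = 0.036, adjusted p = 0.48 with an estimated correlation), and its call ended without control clone CT2 and without TAGLN-KO clone KO3 or KO8. The list raised by KRAS had a median of 0.01, a mean of -0.06 and a camera adjusted p of 0.91 with the direction down. In Hs578T each of the 3 lists had a camera adjusted p of 0.33, with medians of 0.18 for WNT/β-catenin, 0.12 for the list raised by KRAS and 0.09 for the list lowered by KRAS, and without clone KO7 the medians were 0.06, -0.09 and 0.12. Pre-ranked GSEA gave normalized enrichment scores in Hs578T of 1.01 for WNT/β-catenin (adjusted p = 0.77 from fgsea), 1.21 for the list raised by KRAS (adjusted p = 0.42) and 1.51 for the list lowered by KRAS (adjusted p = 0.071). In BT-549 the scores were 1.16 (adjusted p = 0.57), -1.16 (adjusted p = 0.50) and -1.61 (adjusted p = 0.018) in the same order. The lists were written to follow the Hallmark sets, whose own files were not used here.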

Notably, the epithelial-to-mesenchymal transition (EMT) signature was significantly downregulated in BT-549 *TAGLN-*KO cells (Supplementary Fig. S10E), supporting a phenotypic shift toward a more epithelial-like, less migratory state (Fig. 7D).

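Of the 168 tested genes of the EMT list, 19 fell and 11 rose in TAGLN-KO clones of BT-549 at an adjusted p under 0.05 from edgeR (34 lower and 29 higher when adjusted over the list alone). Among those that fell, besides TAGLN itself, were SLIT3, a guidance ligand, from 21.4 ± 1.1 to 4.30 ± 0.503 CPM (SD, n = 3 clones per group), the matrix protease MMP2, from 1.51 ± 1.42 to 0.0738 ± 0.0106 CPM, and COL3A1, a fibrillar collagen, from 853 ± 33.4 to 523 ± 50.7 CPM. Among those that rose were SNAI2, an EMT transcription factor, from 47.2 ± 0.357 to 84.6 ± 14.8 CPM, MYLK, the myosin light chain kinase, from 3.65 ± 0.826 to 10.0 ± 2.18 CPM, and the integrin subunit ITGB3, from 13.7 ± 3.37 to 26.3 ± 1.42 CPM. Of 17 tested epithelial genes, 0 rose and 2 fell (1 higher and 5 lower when adjusted over the list alone). These were CDH3, the adhesion molecule P-cadherin, from 687 ± 23.9 to 381 ± 60.9 CPM, and SPINT2, an inhibitor of serine proteases, from 2.86 ± 0.346 to 1.33 ± 0.243 CPM. CDH3 and MMP2 lie on chromosome 16, within windows of 40 genes whose median log2 shift was under -0.3 in all 3 TAGLN-KO clones of BT-549. Their own log2 fold changes were -0.85 for CDH3 and -4.28 for MMP2. Of 19 tested genes of a mesenchymal core list, 2 rose and 2 fell (3 higher and 3 lower when adjusted over the list alone), and the motility-associated calcium-binding protein gene S100A4 fell from 301 ± 34.7 to 158 ± 6.44 CPM. The calls of COL3A1 in BT-549, CDH3 in BT-549 and SPINT2 in BT-549 ended without CT2, CT3, CT4, KO3 or KO11 (adjusted p up to 0.12, 0.10 and 0.16). The call of SNAI2 in BT-549 ended without CT2, CT3, CT4 or KO11 (up to 0.10), and that of MYLK in BT-549 without CT3, CT4 or KO11 (up to 0.099). Calls also ended for ITGB3 in BT-549 without CT2, CT4, KO3 or KO11 (up to 0.16) and MMP2 in BT-549 without CT3, KO3, KO8 or KO11 (up to 0.16).

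**Figure D3:**
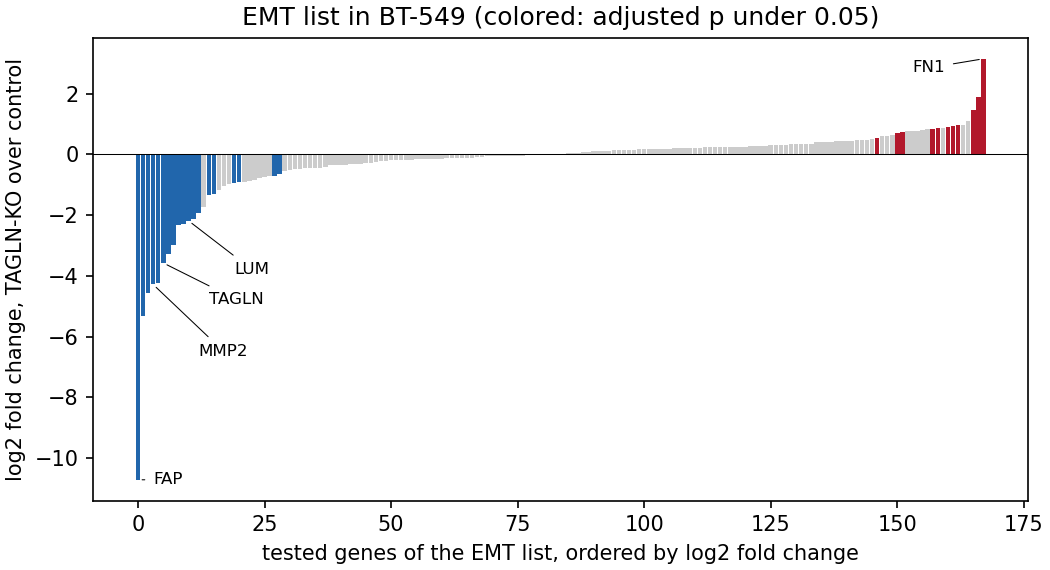
Log2 fold change of TAGLN-KO over control clones of BT-549 for the 168 tested genes of the EMT list, ordered from lowest to highest, with 1 bar per gene. Blue bars (19 genes) and red bars (11 genes) had an adjusted p under 0.05 from edgeR, and the bar of FAP is a fitted value for a gene without reads in TAGLN-KO clones.

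As a group the EMT list had a median log2 fold change of 0.02 and a mean of -0.23, which differ in sign, and the mean holds the fitted value of FAP. The camera test, which compares a list with the other genes, gave an adjusted p of 0.91 with the direction up. Pre-ranked GSEA gave a normalized enrichment score of -1.62 (adjusted p = 0.0020 from fgsea), and fry, which tests whether the genes of a list move 1 way on balance, gave the direction down (adjusted p = 0.082). The epithelial list had a median of -0.39 (camera adjusted p = 0.036, adjusted p = 0.63 with an estimated correlation), and its call ended without control clone CT3 (adjusted p = 0.12) or TAGLN-KO clone KO3 (adjusted p = 0.13). The mesenchymal core list had a median of 0.18 and a mean of -0.0033 (camera adjusted p = 0.43, direction up). Without TAGLN-KO clone KO8, 28 genes of the EMT list were higher and 27 were lower over all genes.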

We next examined whether *TAGLN* modulates dasatinib response. Dose–response assays showed that *TAGLN*-KO cells were significantly less sensitive to dasatinib, with increased IC_50_ values in both Hs578T (1.42 vs. 0.12 μmol/L) and BT-549 (4.315 vs. 0.74 μmol/L) cells (Fig. 7E; Supplementary Fig. S10F). To explore the underlying mechanism, we analyzed the expression of known dasatinib targets, including PDGFRβ, BCR, SRC, and YES (Supplementary Fig. S11A and S11B). Strikingly, only PDGFRβ was consistently downregulated upon *TAGLN* depletion (Fig. 7F), suggesting a functional link between TAGL and PDGFRβ regulation. Supporting this connection, publicly available datasets revealed a positive correlation between *TAGLN* and *PDGFRB* transcript levels across breast cancer cell lines (Fig. 7G). To functionally validate this relationship, we reexpressed *PDGFRB* in *TAGLN*-KO cells (Fig. 7H) and observed a partial restoration of dasatinib sensitivity (Fig. 7I).

Together, these results demonstrate that *TAGLN* modulates dasatinib responsiveness in tB-TNBC by regulating PDGFRβ expression, identifying TAGL as a key mediator of this subtype-specific therapeutic vulnerability.

## Discussion

TNBC is a biologically heterogeneous and clinically aggressive disease with limited targeted therapy options. In this study, we addressed this unmet clinical need by identifying and validating a novel set of basal-associated markers (SMA, TAGL, and TPM2) that define a distinct molecular subtype of TNBC, which we term tB-TNBC. Through integrated single-cell transcriptomics, IHC, and functional analyses, we demonstrate that this biomarker-defined subgroup exhibits specific biological and therapeutic vulnerabilities that are not captured by current transcriptomic classifiers such as PAM50 or Lehmann. It is important to note that basal-like tumors (as defined by PAM50 and Lehmann) typically exhibit enriched expression of classic basal cytokeratins such as *KRT5*, *KRT14*, and *KRT17*, which we showed are not specific to tB-TNBC tumors. Instead, our data suggests that many basal-like breast tumors may represent luminal TNBCs that acquire basal cytokeratin expression during tumor progression, highlighting the limitations of current classifiers in capturing functionally and therapeutically relevant TNBC heterogeneity. Importantly, we did not perform a direct comparison with the claudin-low subtype, which is not encompassed by these widely used classification systems. Claudin-low tumors have been previously associated with EMT-like features, immune infiltration, and low expression of tight junction proteins and share several traits with tB-TNBC, including mesenchymal and stem-like properties, making it plausible that the two subtypes partially overlap. However, due to the lack of unified and consistent claudin-low annotation across datasets, this comparison remains to be systematically explored. Future studies incorporating claudin-low–specific classifiers or molecular signatures will be necessary to determine whether tB-TNBC constitutes a novel subgroup or represents a refined stratification within this previously described phenotype.

Our study also underscores the importance of integrating single-cell transcriptomics with protein-level validation to refine biomarker selection. Using scRNA-seq data from healthy breast tissue, we initially identified a broad panel of basal-associated genes. To enrich for the most specific candidates, we prioritized genes by their contribution to PC1, which clearly separates BaCs from LCs, and selected those expressed in more than 75% of BaCs while excluding those with high expression in LCs (PC2 >50%). This filtering strategy drastically reduced the list to strong candidates (Supplementary Fig. S2). However, protein expression analysis revealed that some candidates, such as APOE, MIP-2G, and ON, lacked exclusive expression in BaCs in normal tissue samples. Interestingly, the expression of other basal markers, such as LC-20 and h-CD, in HR-positive tumors may reflect a reactivation of developmental programs or cellular plasticity. For instance, K14 expression has been reported in both luminal and basal compartments in aged breast tissue (21, 41), and luminal tumors with low ERα levels can acquire basal cytokeratin expression during progression (42). Moreover, collective invasion in luminal breast tumors seems to rely on K14-expressing leader cells (43). These findings suggest that whereas some basal markers may be reexpressed during tumor progression, others retain specificity and biological relevance as markers of tB identity.

Importantly, our results show that tB-TNBC cannot be identified through standard clinicopathologic parameters alone. Although no significant differences were observed between tB- and nB-TNBC tumors in terms of clinical or pathologic features across two independent patient cohorts, tB-markers consistently identified a distinct subgroup within the TNBC population. Moreover, whereas RFS was significantly shorter in patients with high tB-marker expression, OS was not, likely due to the influence of subsequent lines of therapy. Further validation using an independent dataset from the bc-GenExMiner platform confirmed that high *ACTA2*, *TAGLN*, and *TPM2* expression was significantly associated with reduced disease-free and distant metastasis-free survival. The lack of association with OS may reflect the multifactorial nature of this endpoint, which is affected by treatment response heterogeneity and non–cancer-related mortality. In contrast, recurrence-based endpoints are more directly influenced by the intrinsic tumor features captured by the tB-markers. Together, these results support the prognostic value of these markers and reinforce their robustness across datasets.

We further show that tB-markers are not merely phenotypic indicators but contribute to tumor behavior. Among them, *TAGLN*, the most consistently expressed, plays a functional role in supporting cell migration, potentially through regulation of EMT and PDGFRβ signaling. *TAGLN* loss impaired migration *in vitro* and was associated with a shift toward an epithelial-like transcriptomic state, reinforcing its role in maintaining mesenchymal traits. However, when comparing transcriptomic profiles across *TAGLN*-KO lines in different tB-TNBC models, few shared DEGs were found, suggesting context-specific transcriptional consequences. Interestingly, the role of *TAGLN* in tumor progression has also been explored in other tumor types, including its involvement in cell proliferation, migration, and inhibition of tumor formation in colorectal cancer (39), non–small cell lung cancer (44) and lung adenocarcinoma (45).

To translate these findings into therapeutic insights, we performed drug screening using an FDA-approved compound library. This approach identified dasatinib as selectively cytotoxic to tB-TNBC cell lines while sparing nB-TNBC models. The association between tB-marker expression and dasatinib sensitivity was confirmed both *in vitro* and *in vivo* and through drug–gene correlation data from *DepMap* potal. These findings position *TAGLN* not only as a marker of basal identity but also as a functional mediator of therapeutic response. Moreover, *TAGLN* KO conferred resistance to dasatinib through downregulation of PDGFRβ, and rescue of *PDGFRB* expression restored drug sensitivity, providing mechanistic evidence for this regulatory link. Crucially, previous studies in ovarian cancer support a connection between *TAGLN* and Src signaling, another dasatinib target, suggesting a broader regulatory role (46). Specifically, ovarian cancer cells treated with dasatinib exhibited a substantial reduction in TAGL expression and Src activation, and *TAGLN* silencing led to decreased Src activation. Conversely, ectopic expression of Src active forms or TAGL overexpression increases TAGL and Src activation, respectively (46). Altogether, our results suggest that TAGL may participate in a regulatory loop involving multiple dasatinib-associated targets, strengthening its potential as a predictive biomarker.

Our findings may help explain the limited clinical efficacy of dasatinib observed in unstratified TNBC trials (NCT00817531 and NCT00371254), in which ∼10% of patients showed benefit, closely matching the frequency of tB-TNBC observed in our cohorts. This reinforces the need for biomarker-driven patient stratification in clinical trials. Besides, analysis of publicly available trial data (I-SPY2) and transcriptomic datasets revealed that tB-TNBC tumors are associated with poor response to anti–PD-L1 immunotherapy, suggesting that tB-TNBC may constitute an immunologically “cold” subtype. Although our immune-related analyses are exploratory and limited by dataset availability, they support the urgent need to explore alternative therapeutic strategies, such as dasatinib, for this patient population and highlight the relevance of molecular subclassification for guiding immunotherapy decisions.

Taken together, our findings provide compelling evidence for the clinical relevance of SMA, TAGL, and TPM2 in TNBC. These tB-markers offer a new stratification strategy that goes beyond current transcriptomic classifiers, delivering both prognostic and predictive insights. Despite certain limitations, such as sample size in early-stage analyses, the context-dependency of transcriptomic responses, and the need for broader clinical validation, our integrative approach defines a clinically actionable TNBC subgroup with distinct vulnerabilities. By identifying a subset of TNBCs susceptible to dasatinib and potentially other targeted therapies, this work sets the groundwork for biomarker-guided precision oncology in a patient population historically underserved by current therapeutic options.

## Supplementary Material

Supplementary Figure S1 Integration of three scRNA-seq datasets from adult murine mammary gland

Supplementary Figure S2 Expression of BaC-associated genes in murine mammary epithelial subpopulations

Supplementary Figure S3 Expression of LC-associated genes in murine mammary epithelial subpopulations

Supplementary Figure S4 Integration of three scRNA-seq datasets from healthy human mammary gland

Supplementary Figure S5 Immunohistochemical validation of basal markers in TNBC samples

Supplementary Figure S6 Histological distribution of SMA, TAGL and TPM2 in the validation cohorts of TNBC

Supplementary Figure S7 Prognostic value of ACTA2, TAGLN, and TPM2

Supplementary Figure S8 Analysis of basal marker expression and immune checkpoint genes in TNBC

Supplementary Figure S9 Correlation between ACTA2, TAGLN, and TPM2 expression and drug sensitivity of selected compounds of drug screening

Supplementary Figure S10 Functional validation of TAGLN-KO cells

Supplementary Figure S11 Analysis of TAGLN expression and dasatinib target interaction in cancer cell lines

Supplementary Table S1 Distribution of clinical and pathological features in the validation cohort BR1301a

Supplementary Table S2 Distribution of clinical and pathological features in the validation cohort of Hospital Universitario Santa Lucía, Cartagena

Supplementary Table S3 Primary antibodies used for immunohistochemistry

Supplementary Table S4 Secondary antibodies used for IHC, IF, and WB assays

Supplementary Table S5 Primary antibodies used in IF and WB assays

## Data Availability

The datasets analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository under the accession numbers GSE109711, GSE164017, GSE148791, GSE161529, GSE180878, GSE113197, and GSE173839. The data generated in this study are publicly available in GEO at GSE300385. Data from the TCGA BRCA cohort were retrieved from the FireBrowse portal (http://firebrowse.org/). The bulk RNA-seq analysis pipeline used in this study is publicly available on the Galaxy platform: the workflow for quality control, mapping, and counting can be accessed at https://usegalaxy.eu/u/dolivares_ijc/w/qc--mapping--counting---ref-based-rna-seq---transcriptomics---gtn---subworkflows, the workflow for DEA and GSEA is available at https://usegalaxy.eu/published/workflow?id=888d545038843b5f, and the scripts of the scRNA-seq analysis can be found at https://github.com/mereulab/TNBC_study/tree/main/human. All other raw data generated in this study are available upon request to the corresponding author.

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Figure S1 — Integration of three scRNA-seq datasets from adult murine mammary gland

Supplementary Figure S1

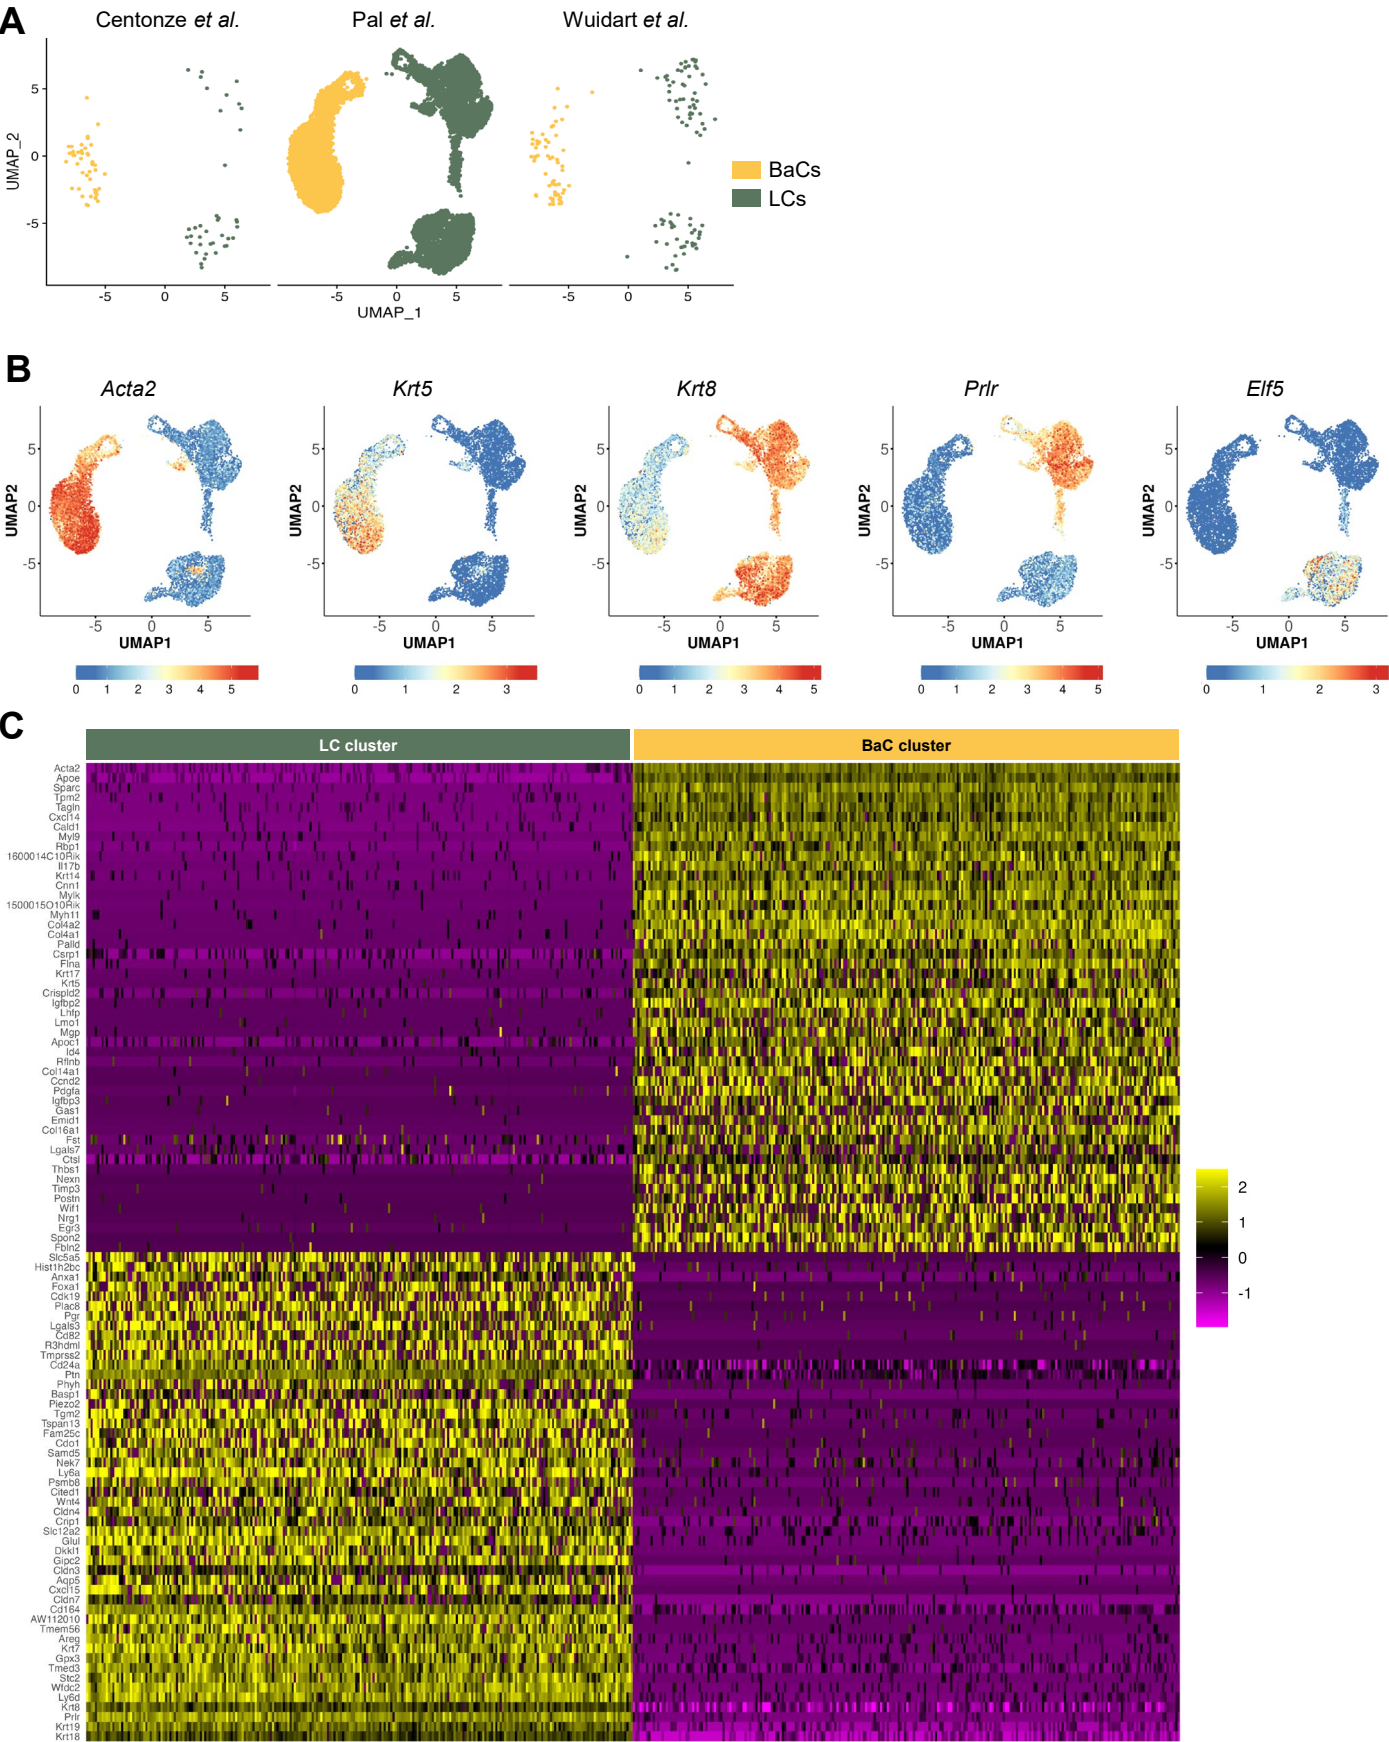

Supplementary Figure S1 | Integration of three scRNA-seq datasets from adult murine mammary gland. **A**, UMAP plots showing the distribution of epithelial cell populations from three independent studies [18-20]. Each dot represents a single cell, and colors distinguish between BaCs (dark green) and LCs (yellow). **B**, UMAP plots of canonical marker gene expression used to annotate epithelial clusters in the integrated dataset. *Krt5* and *Acta2* identify BaCs; *Elf5* and *Krt8* characterize ER α -neg LCs; and *Prlr* and *Krt8* define ER α -pos LCs. Color gradients indicate gene expression levels from low (blue) to high (red). **C**, Heatmap of the top 100 genes contributing to principal component 1 (PC1) variance across 500 cells. Each row corresponds to a gene, and each column to a single cell. Color intensity indicates normalized gene expression levels, ranging from -1 (purple) to +2 (yellow).

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Figure S2 — Expression of BaC-associated genes in murine mammary epithelial subpopulations

Supplementary Figure S2

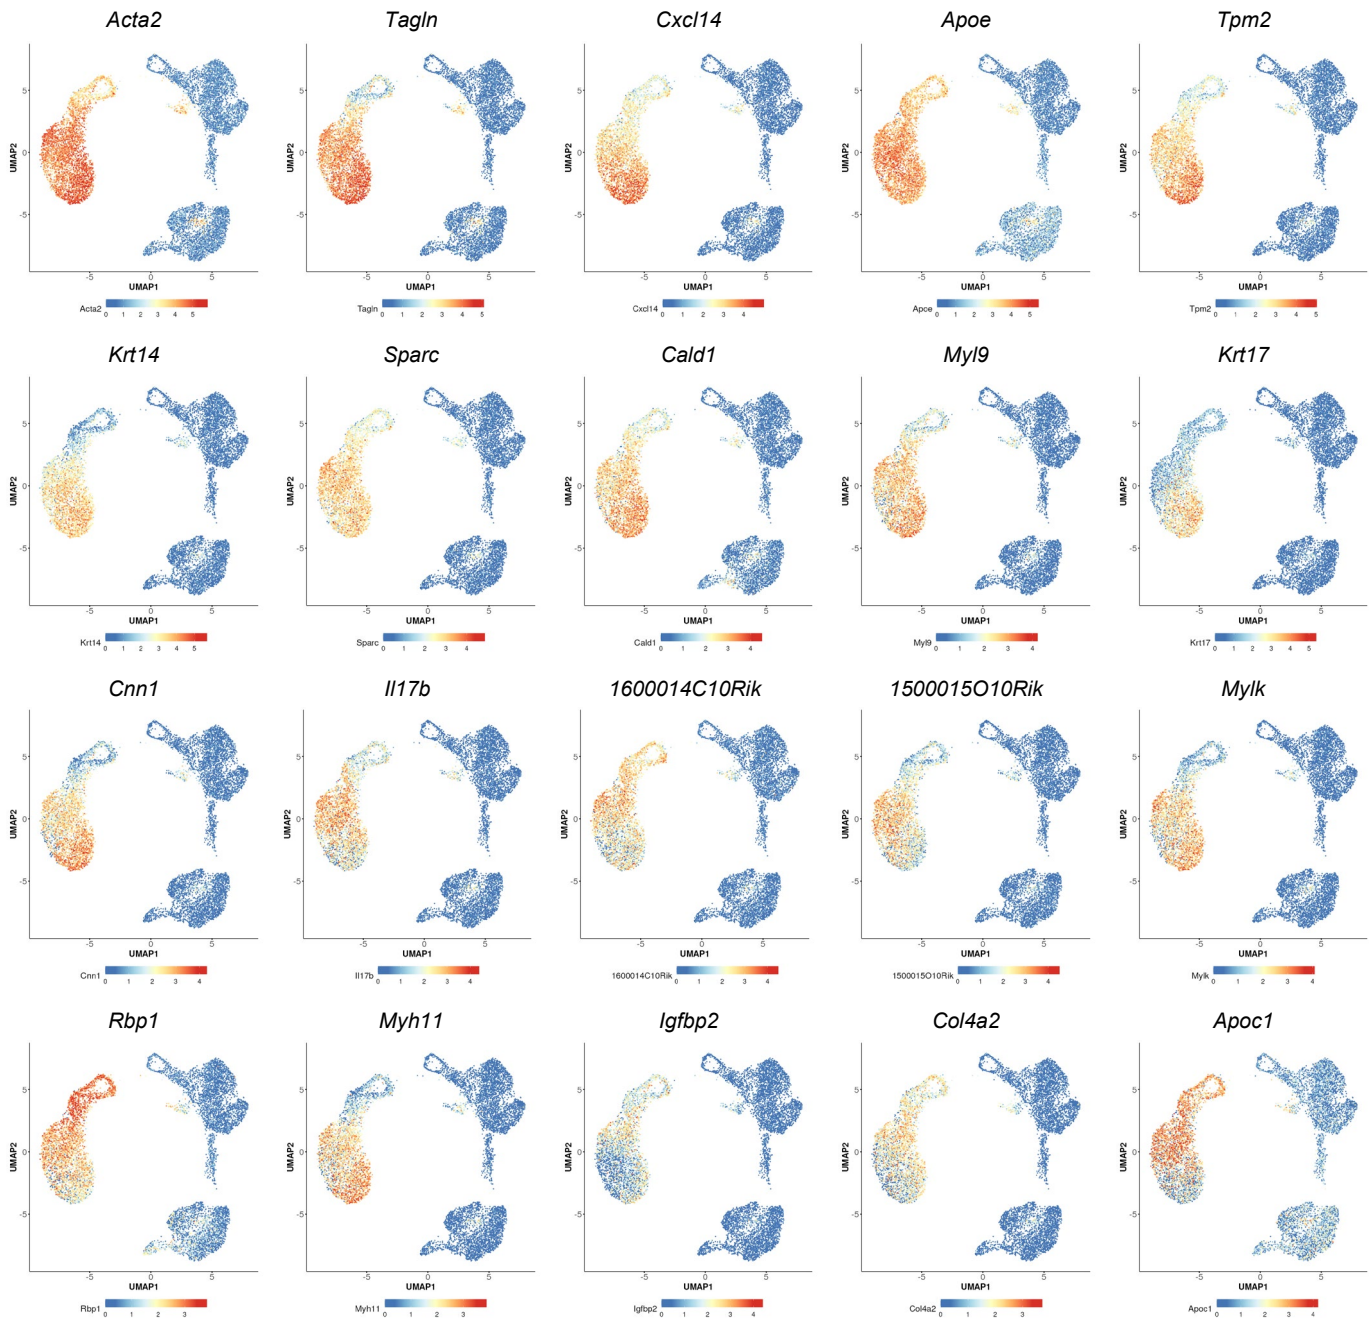

Supplementary Figure S2 | Expression of BaC-associated genes in murine mammary epithelial subpopulations. This figure presents a series of UMAP plots illustrating the expression patterns of the Top 20 BaC-associated markers across integrated scRNA-seq data sets. Each plot corresponds to a specific gene, as indicated at the top of each plot. Points within the plots represent individual cells, with the color gradient indicating gene expression levels from low (blue) to high (red).

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Figure S3 — Expression of LC-associated genes in murine mammary epithelial subpopulations

Supplementary Figure S3

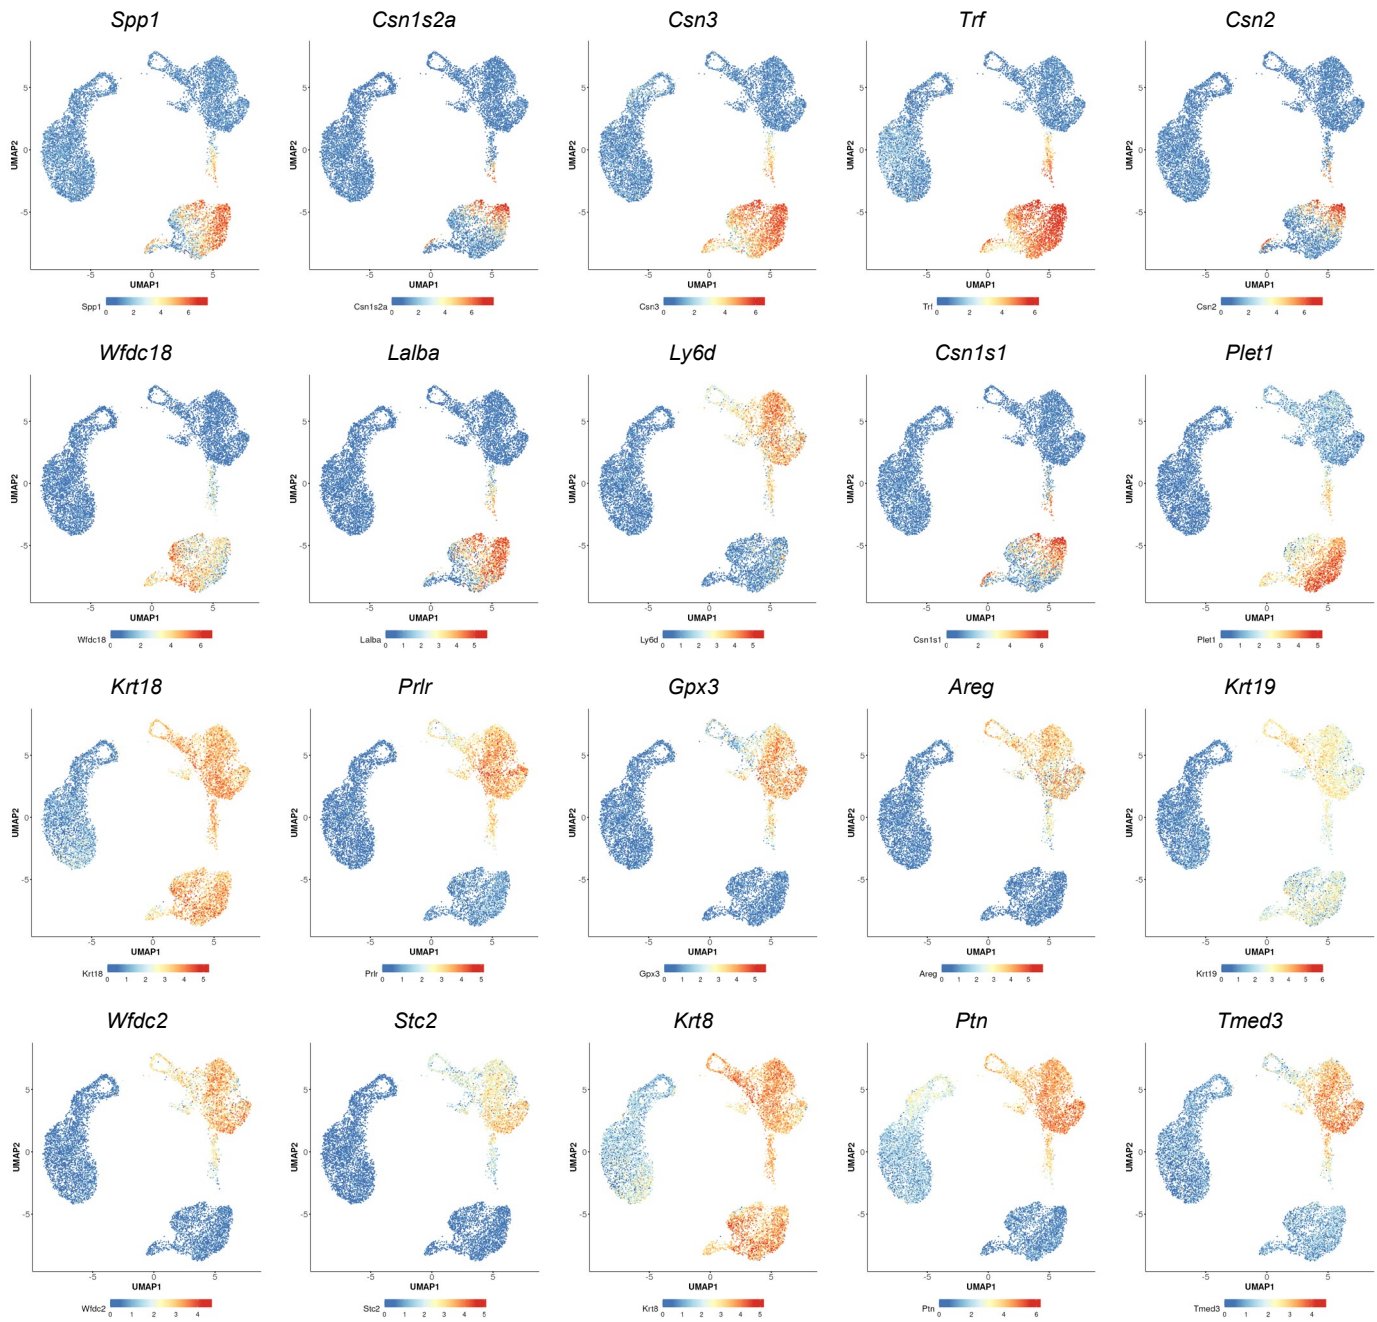

Supplementary Figure S3 | Expression of LC-associated genes in murine mammary epithelial subpopulations. This figure displays a series of UMAP plots depicting the expression patterns of the top 20 LC-associated markers across integrated scRNA-seq datasets. Each plot corresponds to a specific gene, as labeled at the top of each plot. Points within the plots represent individual cells, with the color gradient indicating gene expression levels ranging from low (blue) to high (red).

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Figure S4 — Integration of three scRNA-seq datasets from healthy human mammary gland

Supplementary Figure S4

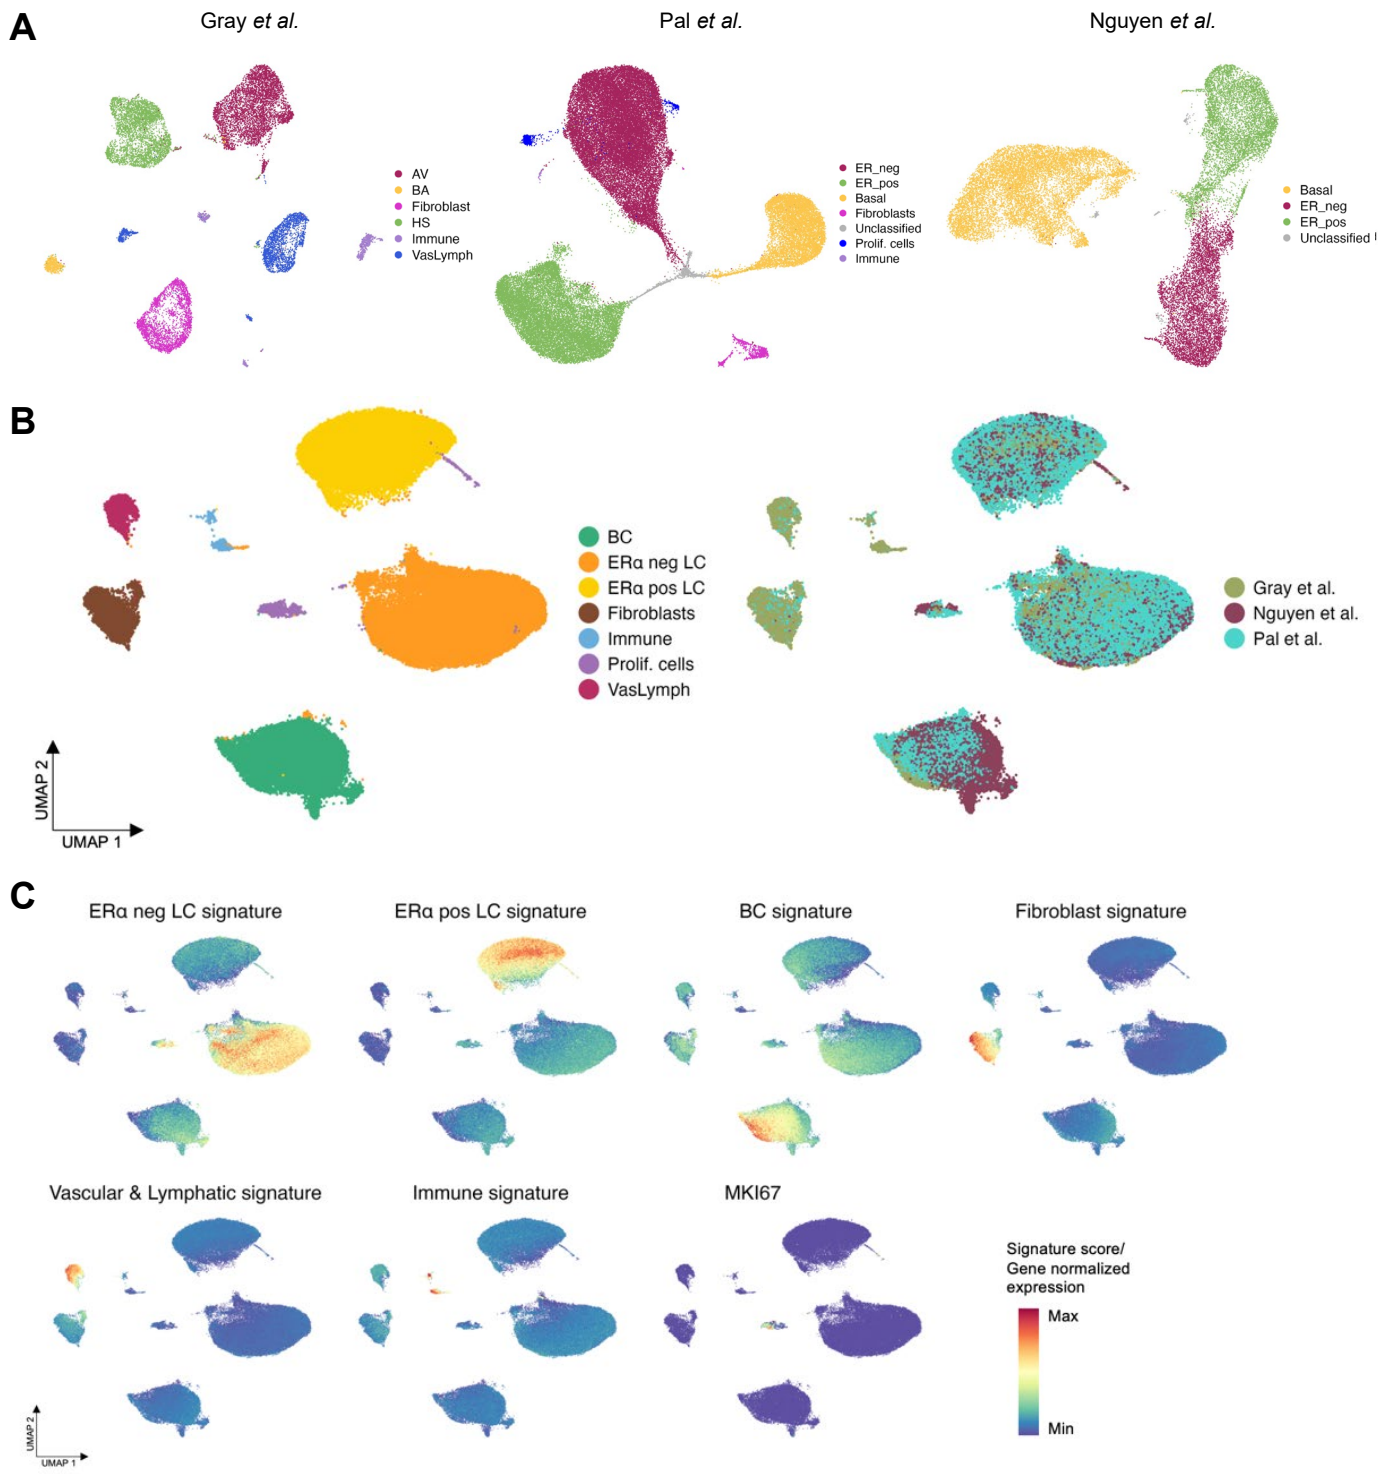

Supplementary Figure S4 | Integration of three scRNA-seq datasets from healthy human mammary gland. **A**, UMAP plots showing cell population distributions from three independent studies, labeled as Pal et al. [15], Gray et al. [21], and Nguyen et al. [14]. Each plot displays unique cell clusters with distinct expression profiles, categorized into cell types including immune cells, fibroblasts, and epithelial cells. **B**, UMAP plot of the integrated scRNA-seq human datasets, colored by cell type annotation (left), and by the dataset (right). **C**, UMAP plots showing the cell type-specific signature (Gray et al. [21]) scores for ERaneg LCs, ERapos LCs, BaCs, fibroblasts, vascular and lymphatic and and immune cells.

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Figure S5 — Immunohistochemical validation of basal markers in TNBC samples

Supplemental Figure 5

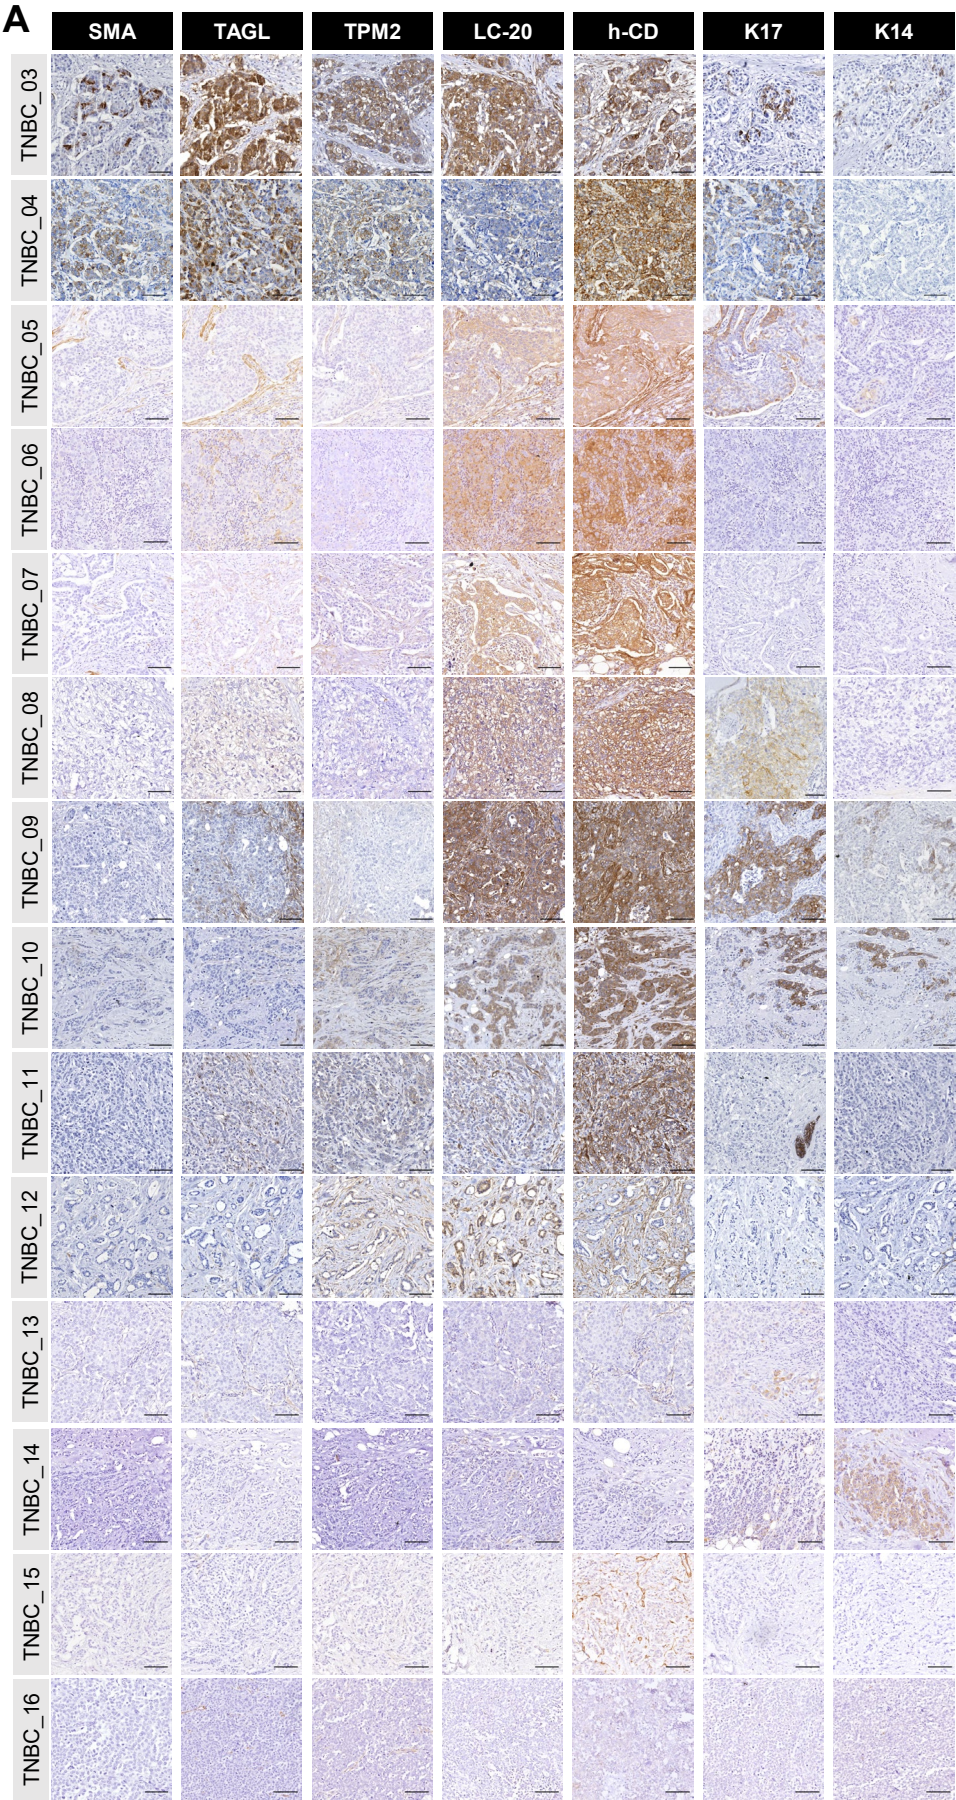

Supplemental Figure 5 (continued)

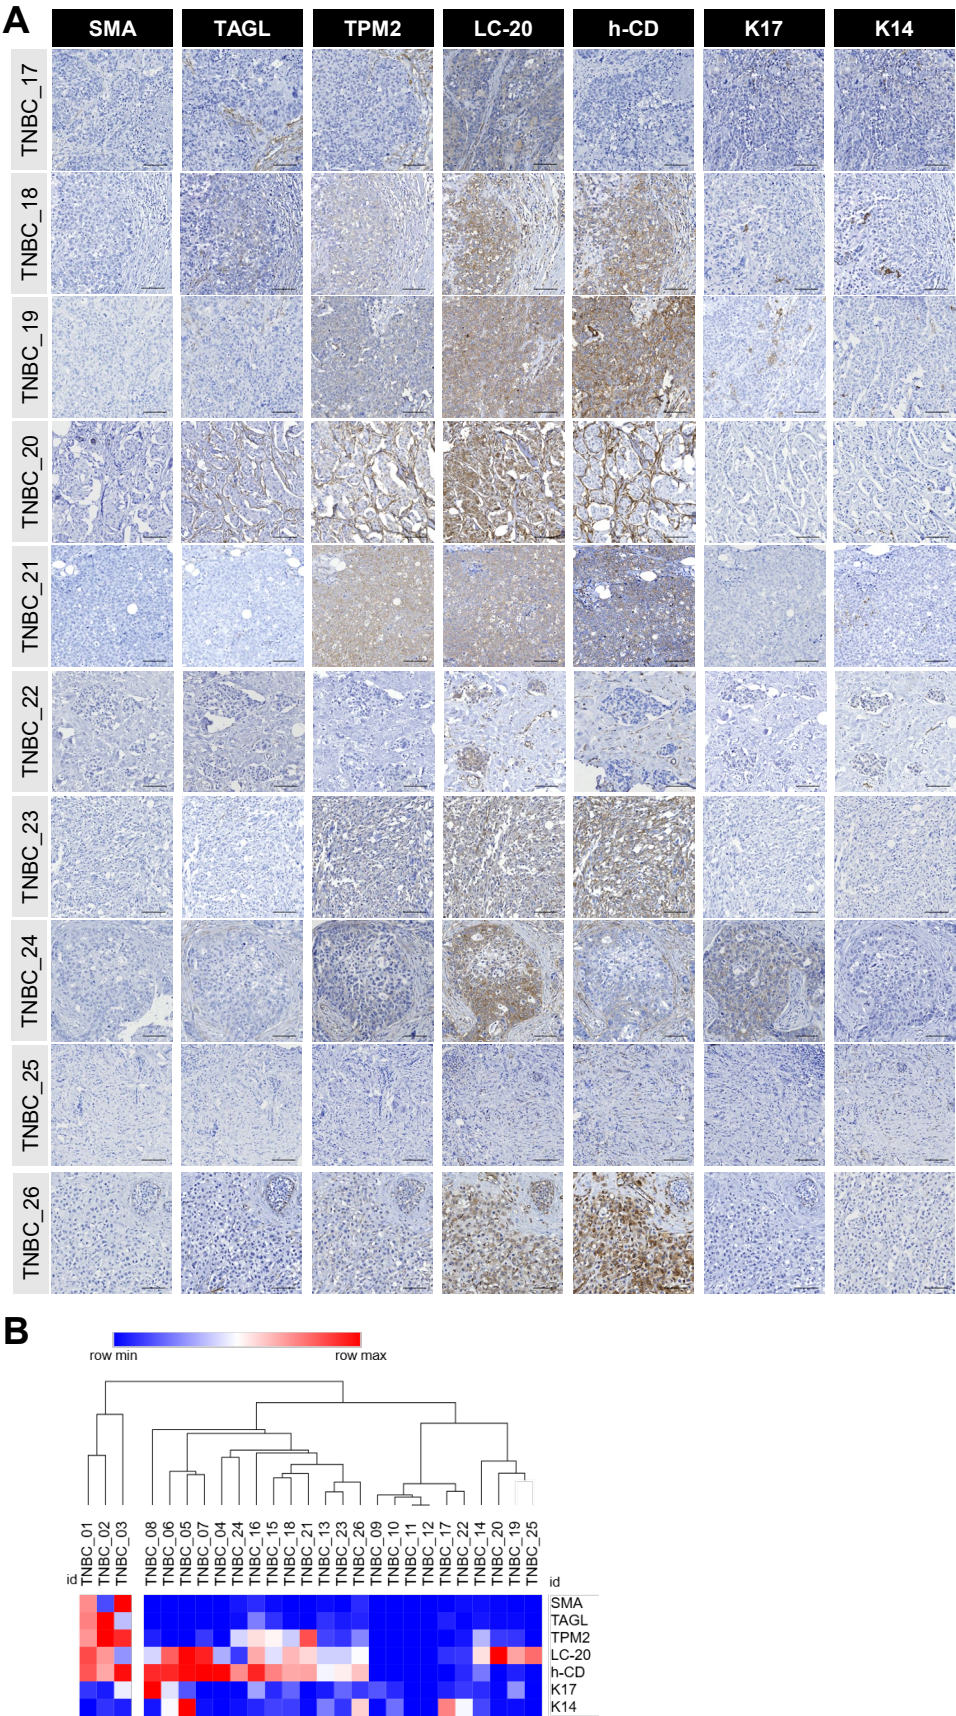

Supplemental Figure 5 | Immunohistochemical validation of basal markers in TNBC samples. A. Representative IHC staining of TNBC samples from the discovery cohort. Each row corresponds to a TNBC case, labeled from TNBC-02 to TNBC-26, and each column to a specific basal-associated marker (SMA, TAGL, TPM2, LC-20, h-CD, K17, and K14). Nuclei are counterstained with hematoxylin. Scale bar represents 100 μ m. **B,** Quantitative heatmap summarizing marker expression across all TNBC samples in the discovery cohort based on the percentage of positive tumor cells. Red indicates high expression, blue indicates low/no expression, as determined by unsupervised clustering.

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Figure S6 — Histological distribution of SMA, TAGL and TPM2 in the validation cohorts of TNBC

Supplementary Figure S6

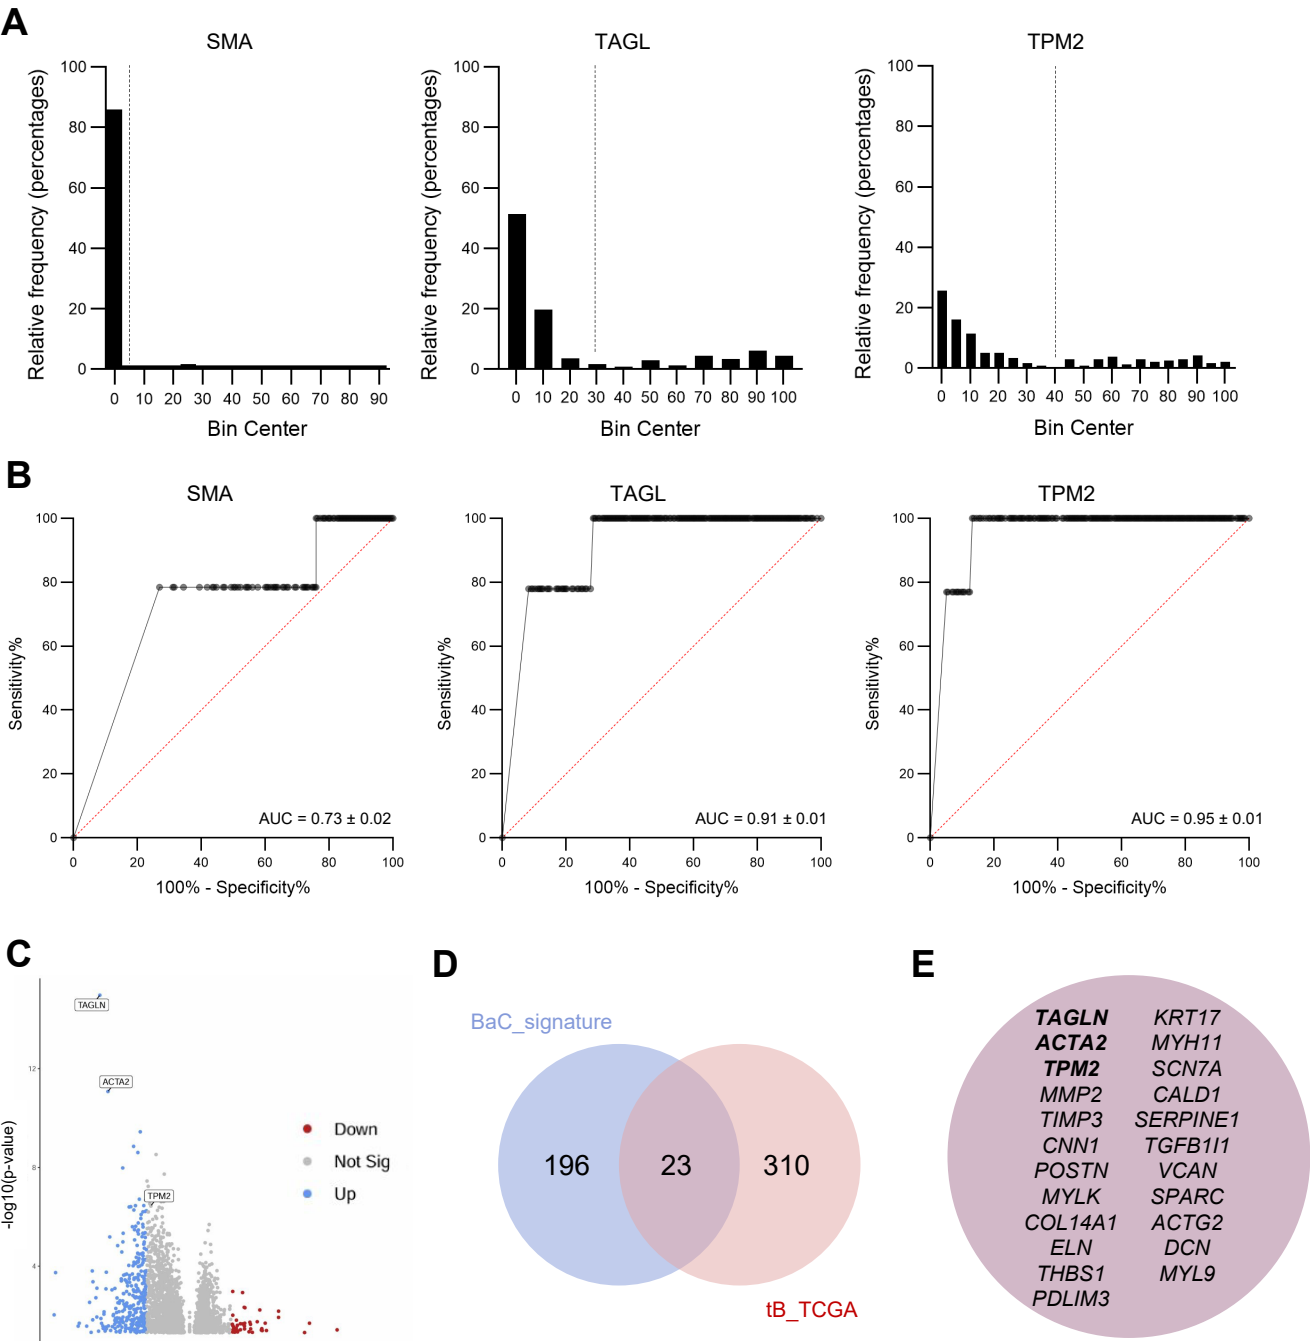

Supplementary Figure S6 | Histological distribution of SMA, TAGL and TPM2 in the validation cohorts of TNBC. A, Bar plots illustrating the relative frequency distribution of positive cells across the validation cohorts of TNBC for SMA, TAGL and TPM2. **B,** Receiver operating characteristic (ROC) curves for SMA (left), TAGL (middle), and TPM2 (right) showing the diagnostic performance of each tB-marker to discriminate tB-TNBC cases from nB-TNBC cases. The area under the curve (AUC) reflects the sensitivity and specificity of each marker, with high values indicating strong discriminatory power. **C,** Volcano plot showing the differential gene expression profile between tB-TNBC and nB-TNBC tumors based on bulk RNA-seq analysis [23]. Each point represents a gene; red indicates significantly downregulated, blue upregulated, and grey non-significant genes in nB-TNBC compared to tB-TNBC. Differentially expressed genes were identified using *DESeq2* with adjusted p-value < 0.05 and log2 fold-change > 1. **D,** Venn diagram comparing the set of genes upregulated in tB-TNBC tumors (tB-TCGA) with basal identity genes derived from single-cell analysis of normal mammary glands (BaC-signature). **E,** List of the 23 genes commonly shared between tB-TNBC and normal basal identity programs.

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Figure S7 — Prognostic value of ACTA2, TAGLN, and TPM2

Supplementary Figure S7

A

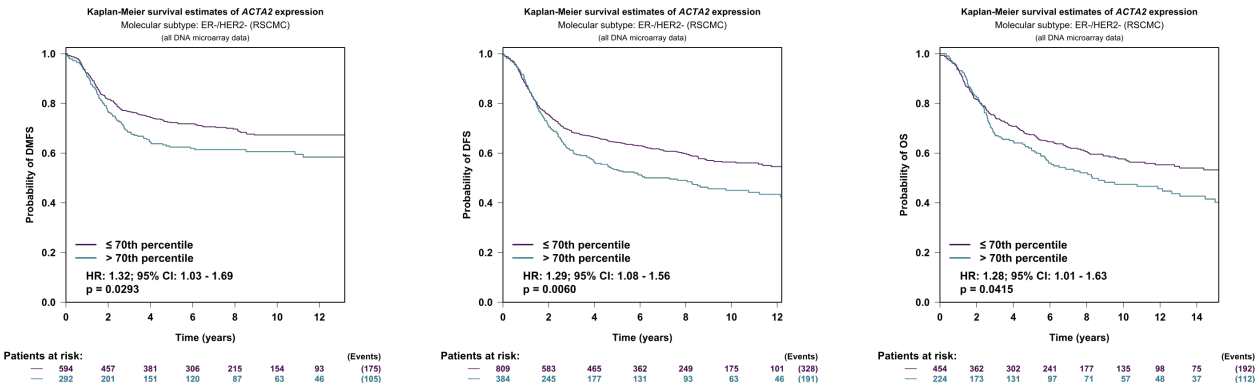

B

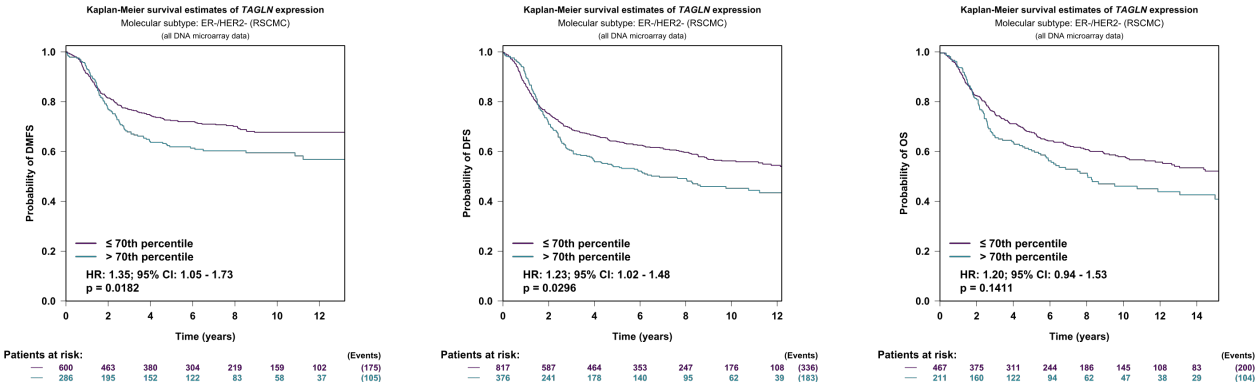

C

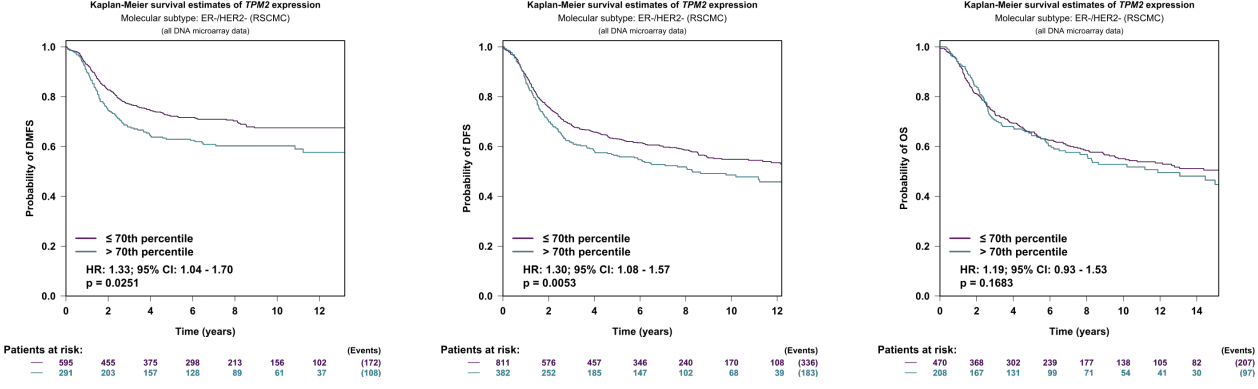

Supplementary Figure S7 | Prognostic value of *ACTA2*, *TAGLN*, and *TPM2*. KM plots illustrating the distant metastasis free survival (DMFS), disease-free survival (DFS) and overall survival (OS) of ER-/HER- (RSCMC) patients using *bc-GenExMiner* portal for *ACTA2* (A), *TAGLN* (B) and *TPM2* (C). Patient subgroups were defined comparing ≤70th percentile represented in purple versus >70th percentile shown in light blue. Hazard ratios (HR) with 95% confidence intervals (CIs) were calculated, along with P-values derived from the log-rank test. The number of patients at risk for mortality was reported beneath the main survival plot.

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Figure S8 — Analysis of basal marker expression and immune checkpoint genes in TNBC

Supplementary Figure S8

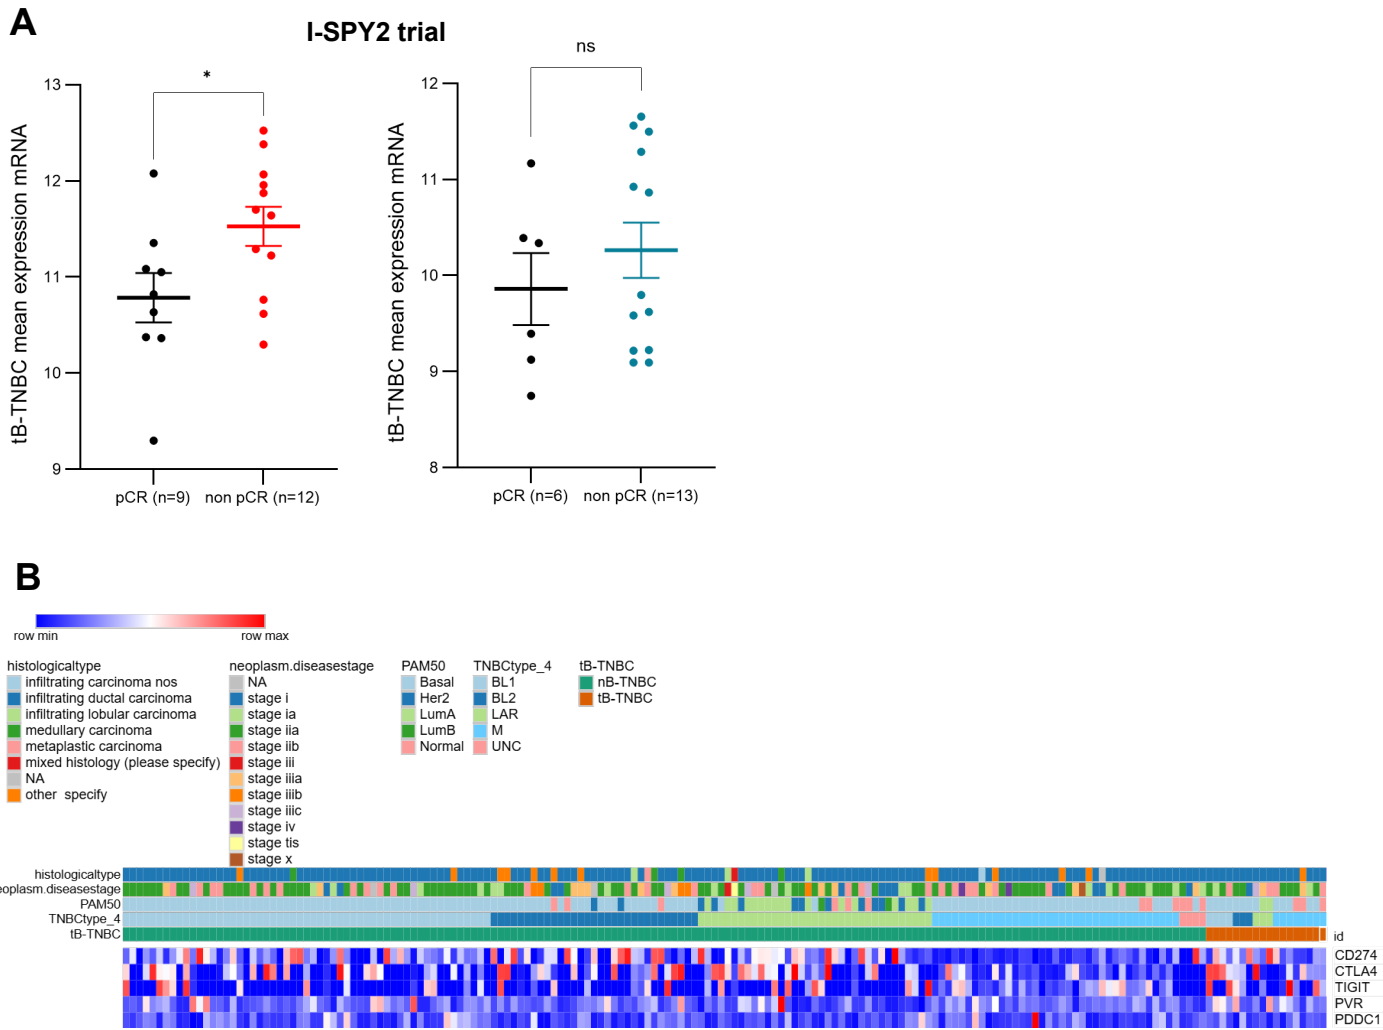

Supplementary Figure S8 | Analysis of basal marker expression and immune checkpoint genes in TNBC. **A**, Mean expression levels of basal markers (*TAGLN*, *ACTA2*, and *TPM2*) in TNBC patients treated in the I-SPY2 phase II clinical trial with durvalumab (anti-PD-L1), olaparib, and paclitaxel (left) and in TNBC control patients treated in the I-SPY2 phase II clinical trial treated with chemotherapy alone (taxol) (right). Patients are categorized as responders (pCR: complete pathological response, black dots) or non-responders (non-pCR, red dots or blue dots). Statistic was calculated using nonparametric t-test (* $p < 0.05$; mean $\pm$ SEM). **B**, Heatmap displaying the expression of immune checkpoint genes (*CD247*, *PDCD1*, *CTLA4*, *TIGIT*, and *PVR*) across TNBC samples. Rows represent individual immune checkpoint genes, and columns represent patient samples. Expression levels are color-coded from low (blue) to high (red). Annotations at the bottom indicate PAM50 subtypes (Basal, Her2, LumA, LumB, Normal), Lehmann subtypes (BL1, BL2, LAR, M, UNC), and tB-TNBC subclassification (orange: tB-TNBC; teal: nB-TNBC).

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Figure S9 — Correlation between ACTA2, TAGLN, and TPM2 expression and drug sensitivity of selected compounds of drug screening

Supplementary Figure S9

Supplementary Figure S9 | Correlation between ACTA2, TAGLN, and TPM2 expression and drug sensitivity of selected compounds of drug screening. Correlation plots showing the association between ACTA2, TAGLN, and TPM2 expression (log2 TPM+1) and palbociclib sensitivity (AUC) (A), Erdafitinib sensitivity (AUC) (B), Amlodipine sensitivity (log2 fold change) (C) and Trifluridine sensitivity (AUC) (D) in breast cancer cell lines. Red lines indicate regression fit; shaded areas show 95% confidence intervals. P-values calculated by Pearson correlation.

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Figure S10 — Functional validation of TAGLN-KO cells

Supplementary Figure S10

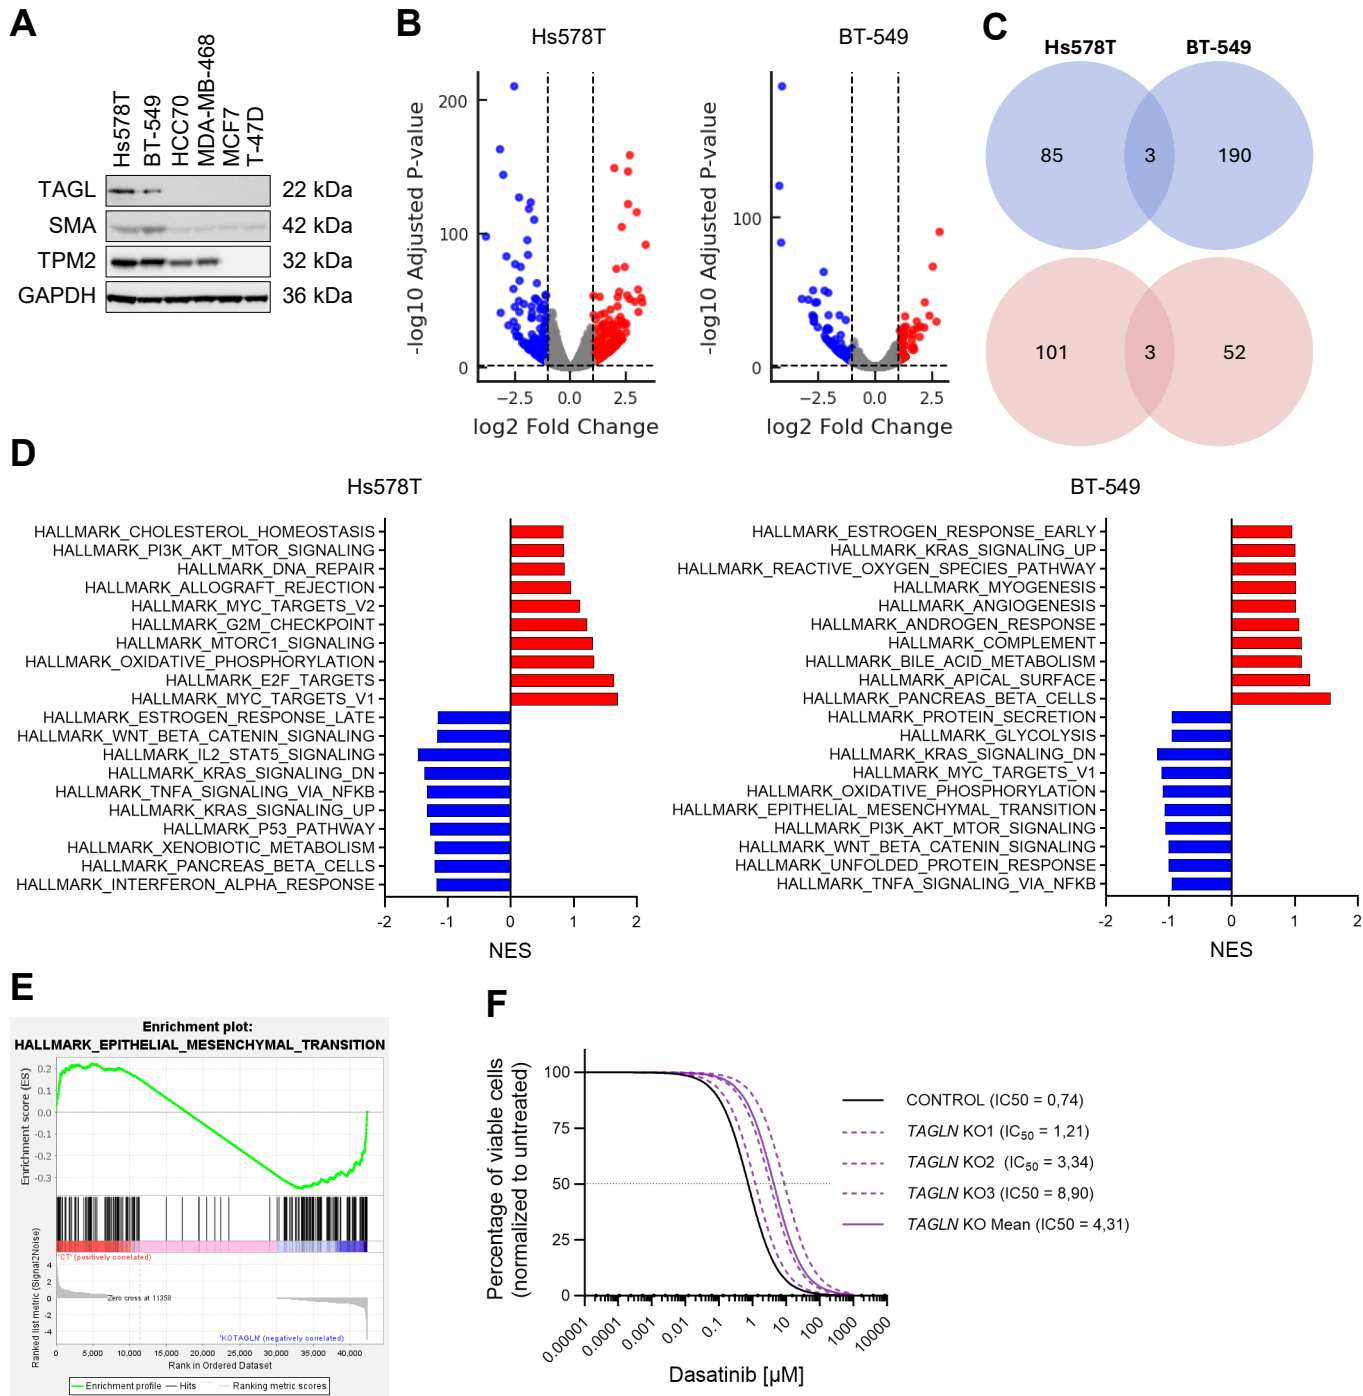

Supplementary Figure S10 | Functional validation of *TAGLN*-KO cells. **A**, WB analysis comparing the expression of tB-markers in the screened breast cancer cell lines. **B**, Volcano plots showing differentially expressed genes in *TAGLN*-KO cells compared to CONTROL Hs578T and BT-549 cells. **C**, Venn diagrams summarizing the overlap of DEGs between Hs578T and BT-549 cells. Top: downregulated genes; bottom: upregulated genes. **D**, Bar graph representing the normalized enrichment score (NES) of gene sets in *TAGLN*-KO compared to CONTROL Hs578T and BT-549 cells (positive NES in red, negative NES in blue). **E**, Enrichment plot showing the GSEA for EMT of *TAGLN*-KO compared to CONTROL BT-549 cells. **F**, Drug-response curves for cell viability of BT-549 cells, comparing CONTROL (black) and *TAGLN*-KO (purple) cells treated with increasing concentrations of dasatinib. Solid lines represent the mean of three biological replicates, performed in technical replicates. Dashed lines indicate the IC_{50} for each condition. Statistical significance for differential expression was calculated using DESeq2; gene set enrichment was evaluated using GSEA with FDR q-value < 0.25 as significance threshold.

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Figure S11 — Analysis of TAGLN expression and dasatinib target interaction in cancer cell lines

Supplementary Figure S11

A

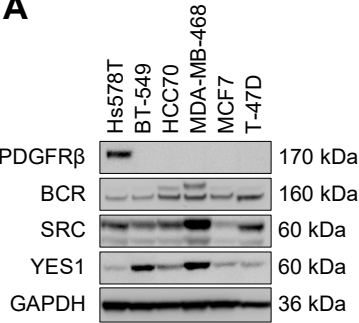

B

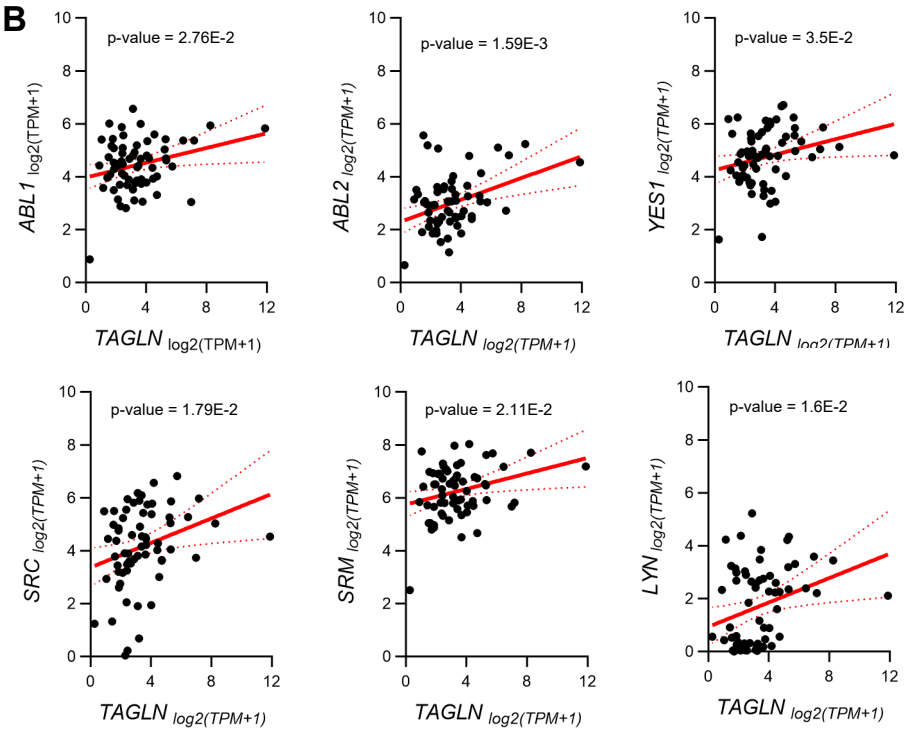

Supplementary Figure S11 | Analysis of *TAGLN* expression and dasatinib target interaction in cancer cell lines. **A**, WB analysis showing protein levels of TAGL and indicated dasatinib targets in breast cancer cell lines. **B**, Scatter plots displaying the correlation between *TAGLN* expression and the expression of dasatinib target genes (*ABL1*, *ABL2*, *YES1*, *LYN*, *SRC*, and *SRM*) in breast cancer cell lines. Each plot shows the expression of *TAGLN* ($\log_2(\text{TPM}+1)$) on the X-axis against the expression of a target gene ($\log_2(\text{TPM}+1)$) on the Y-axis. Data points are depicted as black dots, with red dashed lines indicating the trend lines and p-values provided for each correlation.

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Table S1 — Distribution of clinical and pathological features in the validation cohort BR1301a

Supplementary Table S1

Variable	tB-TNBC mean ± SEM and/or distribution [N=17]	nB-TNBC mean ± SEM and/or distribution [N=103]	Total
**Demographics**			
Age	51,06 ± 2,486 (13,9%)	49,91 ± 1,061 (86%)	120
**TNM Classification**			
**Tumor size**			
T1	3 (17,65%)	7 (6,8%)	10
T2	10 (58,82%)	72 (69,90%)	82
T3	4 (23,5%)	19 (18,45%)	23
T4	0 (0%)	5 (4,85%)	5
**Nodal status**			
N0			
N1	14 (82,35%)	66 (64,08%)	80
N2	2 (11,76%)	20 (19,42%)	22
N3	1 (5,88%)	11 (10,68%)	12
**Metastasis**			
M0	0 (0%)	6 (5,82%)	6
M1	17 (100%)	103 (100%)	120
	0 (0%)	0 (0%)	0
**Tumor grade**			
Grade 1	0 (0%)	2 (1,68%)	2
Grade 2	8 (47,1%)	33 (32,67%)	41
Grade 3	9 (52,9%)	66 (63,35%)	75
**Clinical Stage**			
I	3 (17,65%)	3 (2,91%)	6
II	13 (76,47%)	79 (76,70%)	92
III	1 (5,88%)	21 (20,39%)	22
IV	0 (0%)	0 (0%)	0
**Molecular markers**			
SMA****	48,18 ± 7,124	1,03 ± 0,395	120
TAGL****	50,18 ± 8,062	2,937± 0,327	120
TPM2****	65,66 ± 6,812	10,41 ± 2,086	120

Table S1 | Distribution of clinical and pathological features in the validation cohort BR1301a. This table summarizes the clinical-pathological characteristics and the expression of molecular markers of TNBC patients, classified into tB and nB-TNBC based on the staining for SMA, TAGL, and TPM2. The TNM classification is detailed along with tumor grade and clinical stage. Each category is reported with the number of patients (n) and the percentage (%) relative to the total number of patients in the respective group. Age and Molecular markers mean percentage expression ± SEM is represented for each group. The total column reflects the overall count for each category. Statistical significance is denoted by asterisk (****, p<0.0001). Clinical-pathological characteristics statistical analysis was performed using Fisher's exact test. Age statistical analysis was performed using nonparametric *t-Test*. Molecular markers statistical analysis was carried out using two-way ANOVA.

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Table S2 — Distribution of clinical and pathological features in the validation cohort of Hospital Universitario Santa Lucía, Cartagena

Supplementary Table S2

Variable	tB-TNBC mean ± SEM<br>and/or distribution [N=38]	nB-TNBC mean ± SEM and/or<br>distribution [N=85]	Total
**Demographics**			
Age*	63.57± 2.194	57.85 ± 1.658	123
**TNM Classification**			
**Tumor size** *			
T1	18/36 (50%)	21/78 (26.92%)	39
T2	9/36 (25%)	40/78 (51.28%)	49
T3	6/36 (16.67%)	11/78 (14.1%)	17
T4	3/36 (8.33%)	6/78 (7.69%)	9
**Nodal status**			
N0	20/33 (60.61%)	37/73 (50.68%)	57
N1	10/33 (30.3%)	22/73 (30.14%)	32
N2	2/33 (6.06%)	7/73 (9.59%)	9
N3	1/33 (3.03%)	7/73 (9.59%)	8
**Metastasis**			
M0	30/37 (81.08%)	61/86 (70.93%)	91
M1	7/37 (18.92%)	25/86 (29.07%)	32
**Tumor grade**			
Grade 1	1/32 (3.13%)	0/84 (0%)	1
Grade 2	22/32 (68.75%)	16/84 (19.05%)	38
Grade 3	9/32 (28.13%)	68/84 (80.95%)	77
**Histological subtype**			
NOS	29/37 (78.38%)	69/85 (81.18%)	98
Medullary	2/37 (5.41%)	11/85 (12.94%)	13
Apocrine	3/37 (8.11%)	2/85 (2.35%)	5
Metaplastic	1/37 (2.7%)	1/85 (1.18%)	2
Lobular	0/37 (0%)	1/85 (1.18%)	1
Squamous	0/37 (0%)	1/85 (1.18%)	1
Adenoid Cystic Carcinoma	2/37 (5.41%)	0/85 (0%)	2
**Molecular markers**			
SMA*	9.48 ± 3.198	0.899 ± 0.537	123
TAGL****	77.82 ± 3.628	14.38± 2.629	123
TPM2****	73.77 ± 2.974	22.66 ± 3.141	123

Table S2 | Distribution of clinical and pathological features in the validation cohort of Hospital Universitario Santa Lucía, Cartagena. This table illustrates the clinical-pathological characteristics of TNBC patients, classified into tB and nB-TNBC based on the staining for SMA, TAGL, and TPM2. The TNM classification is detailed along with tumor grade, and histological subtype. Each category is reported with the number of patients (n) and the percentage (%) relative to the total number of patients in the respective group. Mean age ± SEM is represented for each group. The total column reflects the overall count for each category. Statistical significance is denoted by asterisk (****, p<0,0001; *, p-value <0,05). Clinical-pathological characteristics statistical analysis was performed using Fisher's exact test. Age statistical analysis was performed using nonparametric *t-test*. Molecular markers statistical analysis was carried out using two-way ANOVA. Not otherwise specified (NOS).

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Table S3 — Primary antibodies used for immunohistochemistry

Supplementary Table S3

Target	Reference	RRID	Supplier	[IHC]	Positive control	Staining
Smooth Muscle Actin Anticuerpo (B4)	sc-53142	AB_2273670	Santa cruz	2 ug/ml	Smooth muscle	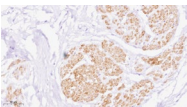
Transgelin Anticuerpo (6G6)	sc-53932	AB_1129519	Santa cruz	2 ug/ml	Smooth muscle	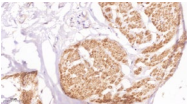
CXCL14 Polyclonal Antibody	PA5-106402	AB_2854075	Invitrogen	2 ug/ml	Adrenal gland	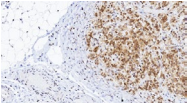
Tropomyosin Anticuerpo (F-6)	sc-74480	AB_2272017	Santa cruz	1 ug/ml	Smooth muscle	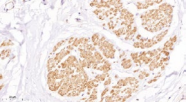
Anti-KRT14 antibody	HPA023040	AB_1852201	Sigma-Aldrich	0,1 mg/ml	Skin	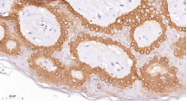
SPARC Anticuerpo (AON-1)	sc-33645	AB_628057	Santa cruz	2 ug/ml	Kidney	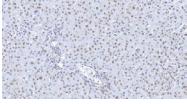
Anti-CALD1 antibody	HPA017330	AB_1845917	Sigma-Aldrich	0,7 mg/ml	Smooth muscle	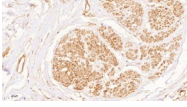
MYL9/MYL12A/B Anticuerpo (E-4)	sc-28329	AB_2282358	Santa cruz	1 ug/ml	Smooth muscle	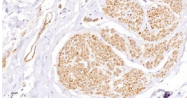
Cytokeratin 17 Anticuerpo (E-4)	sc-393002	AB_2893006	Santa cruz	2 ug/ml	Skin	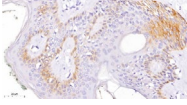
Apolipoprotein E/apoE Anticuerpo (WU E-4)	sc-53570	AB_781458	Santa cruz	2 ug/ml	Adrenal gland	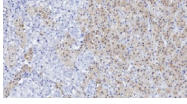

Table S3 | Primary antibodies used for immunohistochemistry. This table lists the antibodies utilized across various assays in the study. Details include the target protein, the catalog number, the RRID code, supplier, the specific concentrations used for IHC, the positive control tissue and representative staining of positive control. Concentrations are provided in micrograms per milliliter (µg/ml) or milligrams per milliliter (mg/ml) as appropriate.

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Table S4 — Secondary antibodies used for IHC, IF, and WB assays

Supplementary Table S4

Target	Reference	RRID	Supplier	[IHC]	[IF]	[WB]
Goat anti-Mouse IgG (H+L)<br>Secondary Antibody, HRP	31430	AB_228307	Thermo Scientific	3,2 ug/ml	-	0,1 ug/ml
Goat anti-Rabbit IgG (H+L)<br>Secondary Antibody, HRP	31460	AB_228341	Thermo Scientific	3,2 ug/ml	-	0,1 ug/ml
Alexa Fluor® 488 AffiniPure Donkey<br>Anti-Mouse IgG (H+L)	715-545-150	AB_2340846	Jackson<br>Immunoresearch	-	1 ug/ml	

Table S4 | Secondary antibodies used for immunohistochemistry (IHC), immunofluorescence (IF), and Western blot (WB) assays. This table lists the antibodies utilized across various assays in the study. Details include the target protein, the catalog number, the RRID code, supplier, and the specific concentrations used for each assay type (IHC, IF, WB). Concentrations are provided in micrograms per milliliter (µg/ml) or milligrams per milliliter (mg/ml) as appropriate. Antibodies are grouped by their respective applications, providing a comprehensive resource for replication of the experimental conditions.

# Supplementary material for: Discovery and Evaluation of Biomarkers for Triple-Negative Breast Cancer Subtypes Uncovers Patient Stratification and Targeted Therapeutic Strategies
**Source:** Cancer Res. 2026 Feb 11;86(10):2360–76. doi: 10.1158/0008-5472.CAN-24-2758
**Supplement:** Supplementary Table S5 — Primary antibodies used in IF and WB assays

Supplementary Table S5

Target	Reference	RRID	Supplier	[IF]	[WB]
Transgelin Antibody (6G6)	sc-53932	AB_1129519	Santa cruz	2 ug/ml	0,2 ug/ml
BCR Polyclonal Antibody	PA5-17709	AB_10982586	Invitrogen		0,45 ug/ml
Rabbit anti-PDGFR beta Recombinant Monoclonal Antibody [BLR081G]	A700-081-T	AB_2891878	Bethyl Laboratories		1 ug/ml
SRC Monoclonal Antibody (184Q20)	AHO1152	AB_1500518	Invitrogen		0,5 ug/ml
GAPDH Antibody (0411)	sc-47724	AB_627678	Santa cruz		0,2 ug/ml
YES1-Specific Polyclonal antibody	20243-1-AP	AB_10697656	Proteintech		1,6 ug/ml
ABL1/ABL2 Poycloncal antibody	PA5-114805	AB_2899441	INVITROGEN		1 ug/ml

Table S5 | Primary antibodies used immunofluorescence (IF), and Western blot (WB) assays. This table lists the antibodies utilized across various assays in the study. Details include the target protein, the catalog number, the RRID code, supplier, and the specific concentrations used for each assay type (IF and WB). Concentrations are provided in micrograms per milliliter (µg/ml) or milligrams per milliliter (mg/ml) as appropriate. Antibodies are grouped by their respective applications, providing a comprehensive resource for replication of the experimental conditions.

How the deposited data were processed for this re-analysis (not part of the article)

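RNA from 12 clones was sequenced: 3 control and 3 TAGLN-KO clones of Hs578T and 3 control and 3 TAGLN-KO clones of BT-549, with 1 library per clone by the labels. The authors enriched mRNA with poly(A), removed low-quality reads with SOAPnuke, trimmed with Cutadapt and mapped to hg38 with STAR on the Galaxy platform, then counted reads per annotated gene with featureCounts. The text of the paper gives no versions for these tools, annotation release or strand setting, and the workflows it links were not read here. The deposited table holds raw counts, with no normalization, for 67049 annotated genes, of which 37867 had at least 1 count. Genes were matched to symbols and positions by Ensembl identifier. A pair of columns, 1 control and 1 TAGLN-KO, carries BT540 in its name; both were taken as BT-549 from the sample labels, and their log2 CPM had Pearson correlations of 0.994 with the other BT-549 libraries and of 0.805 and 0.797 with the Hs578T libraries.

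Total counts per library ranged from 36359665 to 38485180, with a median of 37875100. Within each line, TAGLN-KO clones were compared with control clones in edgeR 4.0.16 (R 4.3.3): filterByExpr with a minimum count of 10 and a minimum total of 15, TMM factors, robust dispersions and the quasi-likelihood F test, with Benjamini-Hochberg adjusted p under 0.05 and, where stated, an absolute log2 fold change above 1. The default form of the quasi-likelihood test in the package was used; this was decided after the counts from it and from the bias-adjusted form had been seen, and the bias-adjusted form was run as an alternative. Standard errors are the absolute log2 fold change over the square root of F. The interaction of line and genotype was tested in 1 fit of the 12 libraries. Lists of genes were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, where at least 5 members were tested, adjusted over the lists within a line. The 28 lists were written from general knowledge before the data were examined, and include 4 that follow Hallmark sets. fry and fgsea 1.28.0, the latter ranked by signal-to-noise ratio, were run beside it. Shared genes were set against independent lists with a one-sided Fisher's exact test. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

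Named genes followed a rule set before the data were examined: TAGLN; genes the paper names for the knockout, the basal markers or the dasatinib targets; per line the 10 largest rises and 10 largest falls past the threshold with an average log2 CPM of at least 1 and no overlap between groups; genes shared past 2-fold; the leading members of each list described; and the 10 genes of opposite direction with the smallest interaction p. Genes named from the DESeq2 overlap, the other members of lists past the threshold and the genes given for single clones were chosen after their values were seen.

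The tests were tried on simulated data with the means, library sizes and dispersions of these libraries and genes changed by known folds. In Hs578T edgeR recovered 10.4% of 2-fold and 69.7% of 4-fold changes, with 8 calls among unchanged genes, and DESeq2 recovered 55.2% and 93.9%, with 58 such calls. In BT-549 edgeR recovered 77.6% and 98.5%, with 8 such calls, and DESeq2 91.0% and 100%, with 37. The interaction test recovered 20.6% and 71.9%, with 11 such calls.

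The alternatives set before the data were examined were DESeq2 1.42.0, RLE factors, no filter on low counts, 1 fit of all libraries, limma-voom with quality weights, each library left out in turn, other tests and thresholds for the lists, and other overlap and correlation settings. Fits without clones that stood apart, with TAGLN-KO clones KO3 and KO8 of Hs578T summed, and with the bias-adjusted form were added after the data had been seen. Stretches of the genome were scanned in windows of 40 genes with a step of 10 among genes with an average log2 CPM of at least 3, and the stretch around TAGLN was taken as 10 Mb on each side; these settings were also chosen after the data had been seen. The entries for the second copy of pseudoautosomal genes (44, with 3 counts) were left out of positions. Protein blots, drug response and migration have no deposited data and were not analyzed.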

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

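The form of edgeR's quasi-likelihood test, the tests of read numbers, of RNA from BT-549 cells, of the unfolded protein response, of zinc finger genes, of clone KO7, of copy number, of repair at TAGLN and of a duplicated library, and the scan along chromosomes, were chosen after the results had been seen.

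The list of TAGLN neighbours, genes the paper does not discuss, was shifted downward in Hs578T TAGLN-KO clones (median log2 fold change -0.40 over 9 genes, camera adjusted p = 3.6e-05, adjusted p = 0.19 with an estimated correlation), and the 96 expressed genes from 107199370 to 127199370 on chromosome 11 had median log2 shifts of -0.50, -0.59 and -0.56 in clones KO3, KO7 and KO8 against 0.07, 0.02 and -0.08 in control clones, while the rest of chromosome 11 had medians of -0.17, -0.19 and -0.16 in these clones and, without KO7, 105 genes fell on chromosome 11, 54 of them in the stretch. Of 911 windows of 40 genes, 12 were under -0.3 in all 3 TAGLN-KO clones, all 12 on chromosome 11, with the lowest value, -0.71, between 107326360 and 118359600. GC content and length are argued against, since the highest of the 3 medians was -0.50 after a trend on both was removed, and so is clone KO7 as the whole cause, since the higher median of KO3 and KO8 was also -0.50. A candidate explanation is fewer copies of this stretch, since at least 79.2% of its genes were below the control mean in each TAGLN-KO clone, but control clone CT5 reached 61.5%, above the bound set, so this cannot be told apart from other causes. Repair of the cut at TAGLN also stays open: the lowest median of the stretch in BT-549 TAGLN-KO clones was 0.012, so BT-549 had no such shift, while 0 windows on other chromosomes were under -0.3 in all 3 Hs578T clones.

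Hs578T TAGLN-KO clone KO7 and BT-549 TAGLN-KO clone KO8 stood apart from their lines, and over 8832 genes their shifts from the other libraries had a correlation of 0.451 across genes, which are not independent replicates. KO7 had 16177 CPM of HSPA5, the chaperone of the endoplasmic reticulum, against 1387 to 1485 in the other 5 Hs578T clones, and KO8 had 25693 CPM against 9532 to 17073 in the other 5 BT-549 clones, while DDIT3, a stress transcription factor, was at 360 CPM in KO7 against 10.6 to 14.8 CPM and in KO8 within the range of its line. GC content and length are argued against, since the correlation was 0.449 after a trend on both was removed, so is RNA of BT-549 cells in KO7, since 34 genes abundant in BT-549 reached a median of 0.0967% of their level there, and so are fewer reads in KO7, which had 38071266 counts, within the 37319977 to 38485180 of the other libraries, and 7.94% of them in its 10 most abundant genes. A stress state of the cultures may contribute, since the unfolded protein response list was at the 99.5th percentile of matched random lists in the lower of the 2 clones, but this is not specific to stress: in KO7 and KO8 cholesterol synthesis was at the 98.6th and 100th percentile, p53 targets at the 99.8th and 97.6th, antigen presentation at the 100th and 96.8th, cell cycle at the 0.07th and 0.12th, actomyosin and SRF targets at the 0th and 0.45th, and zinc finger genes (523 and 519, median shifts -0.55 and -0.56) at the 0th in both, whereas the clones parted for MAPK output (100th and 0.31st), NF-kB targets (100th and 12.5th), interferon response (100th and 17.6th) and MYC targets (0.23rd and 92.2nd). For KO8 the bounds set could not decide: it had 36359665 counts, under that range, and 9.89% in its 10 most abundant genes against at most 9.53%. Its median chi-square against the other 5 BT-549 libraries, scaled for depth, was 26.3 to 52.8 times that of sampling noise. KO3 against KO11 gave 4.95. Lower depth adds only sampling noise, so these values argue against fewer reads as the whole cause in KO8.

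Hs578T TAGLN-KO clones KO3 and KO8 had a median chi-square of 2.02 times that of sampling noise, which argues against a single library deposited under both names. Whether KO3 and KO8 are separate clones, as labeled, cannot be told from these counts. Fits without KO7 compare the control clones with this close pair alone. No biological explanation was tested.

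The difference between TAGLN-KO and control clones was not the same in both lines for 155 genes by the test of the interaction, 35 with a more positive and 120 with a more negative effect in BT-549, and 128 with opposite signs. TAGLN-KO clones of each line shared a shifted stretch of a chromosome, so loss of TAGLN cannot be told apart from other differences between the clones. The number of genes whose TAGLN-KO effect differs between the lines was 804 without KO7 and 157 without CT5 of Hs578T, 91, 59, 94 or 91 without CT3, CT4, KO3 or KO8 of Hs578T, and 78, 69, 82, 86, 98 or 57 without CT2, CT3, CT4, KO3, KO8 or KO11 of BT-549. Of 100 splits of the samples, 1 gave as many, the real one, with 151 as the highest other, but regrouping BT-549 removes the effect in that line, so low counts were expected: 11 draws that kept the grouping of Hs578T alone gave 0 to 1 genes and 79 that kept neither gave 0 to 12. The 9 other draws that kept the real grouping of BT-549 gave 41 to 151, and are too few for a share under 0.05. The interaction was 3.50 on the log2 scale for FN1, -3.07 for LUM, -3.13 for HTRA1, a serine protease, -3.67 for LOXL3, a lysyl oxidase, -3.91 for TCN2, a carrier of vitamin B12, -2.78 for the homeobox gene HOXC10 and -3.09 for TPK1, a thiamine kinase. The fitted interaction was -7.62 for PDE1C, -12.54 for MX2 and -5.44 for MAGEA3, whose low counts in a group make these values depend on the prior count.

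In BT-549 3 lists the paper does not discuss passed the camera test: interferon response downward (adjusted p = 0.0073), antigen presentation upward (adjusted p = 0.0026) and collagens downward (adjusted p = 0.016), and with an estimated correlation their adjusted p was 0.48, 0.63 and 0.48; the collagen call ended without KO3 (adjusted p = 0.080). The lowest window of BT-549 lay on chromosome 16 from 68530090 to 74621399, with a lowest shift of -0.56 among the 3 TAGLN-KO clones, and 13 of 890 windows were under -0.3 in all 3, all 13 on chromosome 16 and 0 on chromosome 11.

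Within a line, 3 clones against 3 make 10 splits of the samples, too few for a share under 0.05. The real split gave 1 gene in Hs578T, with or without the 2-fold threshold, and the highest other 7 (2 of 10 splits as large), and 386 genes in BT-549 and 260 past 2-fold with 0 as the highest other (1 of 10 splits). The split with 7 genes sets CT3, CT4 and KO7 against CT5, KO3 and KO8, which points to a structure of the samples. For lists past the threshold it was 1 in Hs578T with 10 as the highest other (10 of 10 splits) and 5 in BT-549 with 8 as the highest other (5 of 10 splits), and for the TAGLN neighbours in Hs578T the real adjusted p of 3.6e-05 was the smallest of 10 splits, with 0.101 the next. For genes shared past 2-fold, 100 of 100 pairs of splits gave as many as the real 0, with 0 as the highest other, which a real count of 0 fixes in advance, so this says nothing about chance.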

How the results depend on the processing

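Fits without clones that stood apart, with KO3 and KO8 of Hs578T summed, with the bias-adjusted form, and the correlation without each library were chosen after the data had been seen. No paired analysis was possible because the 2 groups compared in each line share only clone number 3, and the numbers are clone names. For single named genes other than TAGLN and PDGFRB, 2125 values kept direction and side of the threshold, 368 passed it in addition, 120 no longer passed, 25 moved and 4 reversed, where a change of sign counted only if a value was past the threshold. TAGLN in Hs578T passed with DESeq2 (-4.85), 1 fit of all libraries (-4.84), limma-voom (-4.52), DESeq2 without KO7 (-4.41), without CT5 and KO7 (-4.51) and, in the fits without 1 library (-5.15 to -4.40), without KO7. PDGFRB in Hs578T passed with limma-voom (-0.75), DESeq2 without KO7 (-0.62) and without CT5 and KO7 (-0.79), and changed sign, near 0 and not past the threshold, with KO3 and KO8 summed (0.014) and without KO3 (range without 1 library -0.61 to 0.033). The fit without CT5 and KO7 leaves out the control clone with the least PDGFRB (126 CPM) and the TAGLN-KO clone with the most (230 CPM). PDGFRB in BT-549 was removed by the filter; of its alternatives, only the fits without a filter (-2.09, adjusted p = 0.21 from edgeR) and of all libraries (-2.10, adjusted p = 0.40 from edgeR) gave a value, and the others could not. DEGs in Hs578T, 1 as reported, were 303 with DESeq2, 11 without a filter, 59 in 1 fit, 5266 with limma-voom, 1752 with DESeq2 without KO7, 6593 without CT5 and KO7, 0 with KO3 and KO8 summed and 0 to 857 without 1 library (857 without KO7), and DEGs past 2-fold in Hs578T were 230, 11, 47, 1130, 660, 1512, 0 and 0 to 471; both were 1 with the bias-adjusted form. DEGs in BT-549, 386 as reported, were 1138 with DESeq2, 945 without a filter, 204 in 1 fit, 2388 with limma-voom, 1457 with DESeq2 without KO8 and 132 (without KO11) to 1234 (without KO8), and DEGs past 2-fold in BT-549, 260 as reported, were 462, 475, 171 and 617 in the first 4 and 122 to 391 without 1 library. With the bias-adjusted form they were 406 and 273, and MMP2 in BT-549 no longer passed (adjusted p = 0.060 from edgeR). The EMT list reversed in Hs578T without CT5 and KO7 (adjusted p = 0.43 from camera; 0.42 to 0.98 without 1 library, reversed without CT5 or KO7) and in BT-549 with fry (0.082), GSEA (0.0020), no filter (0.85) and without CT4 (0.70 to 0.96). The list raised by KRAS reversed in Hs578T without KO7 (0.11 to 0.93) and without CT5 and KO7 (0.63), and in BT-549 without CT3 or KO3 (0.60 to 0.96). The WNT/β-catenin list in BT-549 passed without a filter (0.031), at a threshold of 0.25 (0.055) and without CT3 (0.039 to 0.11). The list lowered by KRAS in BT-549 no longer passed with an estimated correlation (0.48), without a filter (0.069) and without CT2, KO3 or KO8 (0.0295 to 0.0906). Other lists past the threshold in Hs578T, 1 as reported, were 0 with an estimated correlation, 4 at a threshold of 0.25, 4 without CT5 and KO7, 5 with KO3 and KO8 summed and 1 to 5 without 1 library; in BT-549, 4 as reported, they were 0 with an estimated correlation, 0 with GSEA and 8 at a threshold of 0.25. Genes shared past 2-fold, 0 as reported, were 12 with DESeq2, 0 to 8 without 1 library (8 without KO7), 10 without KO7 and KO8 of BT-549 and 15 with DESeq2 without both. The correlation of log2 fold changes across genes was 0.27 among genes with an average log2 CPM of at least 3, -0.036 without both clones and -0.051 (without KO7) to 0.19 (without KO3 of Hs578T) without 1 library. The genes whose TAGLN-KO effect differs between the lines, 155 as reported, were 516 with DESeq2, 1052 without both clones and 57 (without KO11) to 804 (without KO7) without 1 library. Among single genes, KRT14 in Hs578T reversed with limma-voom (-6.90), DESeq2 without KO7 (-6.75) and without CT5 and KO7 (-7.31), and LOXL3 in Hs578T without CT5 and KO7 (-0.22). Apart from fewer libraries or genes in a fit, the cause was not tested. With 3 clones per group and their spread, changes of 1.5-fold were seldom recovered in simulated data, 0% in Hs578T and 19.4% in BT-549 with edgeR.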

Differences from the paper's values

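The fit without both apart clones and the form of the quasi-likelihood test behind the edgeR values were chosen after the results had been seen, and the other tests and alternatives were set before the data were examined.

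The text of the paper names no thresholds for the DEGs of TAGLN-KO clones, so the counts here, at an adjusted p under 0.05 and a 2-fold change, are not known to be at its thresholds; the legend of Supplementary Fig. S6 gives these thresholds for a comparison of tumors. In Hs578T, 0 genes were higher with edgeR, against about 100 in the paper's Supplementary Fig. S10C, read by eye. DESeq2 gave 133, within the bounds set for a difference, and RLE factors (0), no filter (4), 1 fit of all libraries (24), limma-voom (751) and the fits without 1 library (0, or 342 without KO7) did not. Lower in Hs578T was 1 gene, against about 88 in the paper's Supplementary Fig. S10C, read by eye. DESeq2 (97) and the fit without KO7 (129) came within the bounds, and RLE factors (1), no filter (7), 1 fit (23), limma-voom (379) and the other fits without 1 library (0) did not. Shared by both lines were 0 higher genes, against about 3 in the paper's Supplementary Fig. S10C, read by eye, and 0 lower genes, against about 3 in the same figure. The fit without KO7 of Hs578T (4 higher and 4 lower) came within the bounds, and DESeq2 (6 and 6), no filter and the other fits without 1 library (0 and 0) did not. Past 2-fold, 8 genes went in opposite directions in the fit without KO7 and 6 with DESeq2. With both apart clones left out, a fit chosen after seeing the values, 4 higher and 6 lower genes were shared and 10 went in opposite directions. In BT-549, 53 genes were higher and 207 lower with edgeR, within the bounds of about 55 and about 190 in the paper's Supplementary Fig. S10C, read by eye, whereas DESeq2, the tool the paper names, gave 127 and 335, outside them.

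The paper reports the EMT signature as lower in BT-549 TAGLN-KO cells. Here the camera test had the direction up (adjusted p = 0.91), while pre-ranked GSEA (normalized enrichment score -1.62, adjusted p = 0.0020 from fgsea) and fry (adjusted p = 0.082) went down. The paper describes a shift toward a more epithelial-like state, together with reduced migration in its transwell assay, which has no deposited data. Here the epithelial list was lower in BT-549 (median -0.39, camera adjusted p = 0.036, adjusted p = 0.63 with an estimated correlation, 0.12 without CT3 and 0.13 without KO3), CDH3 and SPINT2 fell and SNAI2 rose, while the mesenchymal genes S100A4 and MMP2 fell, in the paper's direction. Of 40 listed epithelial genes 17 were tested, and SPINT2 was low, at 2.86 CPM in control clones. CDH3 and MMP2 lie on chromosome 16, where 34 genes fell against 12.1 expected, so the part of a shift of that chromosome in their falls cannot be told. The log2 fold change was -0.85 for CDH3 and -4.28 for MMP2, against medians of -0.42, -0.56 and -0.44 in the lowest window of that chromosome. The fall of MMP2, to counts near the floor, was thus far larger than that shift. The calls of CDH3 in BT-549 and SPINT2 in BT-549 ended without CT2, CT3, CT4, KO3 or KO11 (adjusted p up to 0.10 and 0.16). That of SNAI2 in BT-549 ended without CT2, CT3, CT4 or KO11 (up to 0.10) and that of MMP2 in BT-549 without CT3, KO3, KO8 or KO11 (up to 0.16).

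The paper's Supplementary Fig. S10D shows negative scores for β-catenin signaling in both lines. The list used here had 1.01 in Hs578T and 1.16 in BT-549 (adjusted p = 0.77 and 0.57 from fgsea). Neither passes the paper's threshold of 0.25, so these scores show no direction. For genes raised by KRAS it shows a negative score in Hs578T and a positive score in BT-549. The scores here were 1.21 and -1.16 (adjusted p = 0.42 and 0.50 from fgsea), which do not pass 0.25 either. Without KO7 the median log2 fold change of this list in Hs578T was -0.09, in the paper's direction, against 0.12 with all clones. In BT-549 its camera direction turned up without CT3 or KO3. For genes lowered by KRAS it shows negative scores. Here they were 1.51 in Hs578T (adjusted p = 0.071 from fgsea) and, in the paper's direction, -1.61 in BT-549 (adjusted p = 0.018 from fgsea). The lists followed the Hallmark sets without their own files.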

Other observations

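The values below come from tests set before the data were examined, apart from the form of the quasi-likelihood test behind the edgeR values and the members named for lists, which were chosen after their values were seen.

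In BT-549 TAGLN-KO clones, 3 of 14 tested genes of antigen presentation rose and 0 fell (7 higher when adjusted over the list alone): HLA-A from 109 ± 10.4 to 235 ± 48.3 CPM (SD, n = 3 clones per group), HLA-B from 10.2 ± 2.1 to 36.9 ± 7.69 CPM and HLA-C from 192 ± 10.2 to 346 ± 58.1 CPM, which present peptides to T cells and are paralogs that may share reads, and the list passed the camera test upward with all clones (adjusted p = 0.0026) and without KO8 (adjusted p = 0.0040), but not with an estimated correlation (adjusted p = 0.63). Of 32 interferon response genes, 0 rose and 3 fell (9 lower when adjusted over the list alone): MX2, IFI44L from 3.16 ± 0.423 to 0.407 ± 0.0409 CPM and the RNA sensor IFIH1 from 3.12 ± 0.622 to 1.11 ± 0.391 CPM, with a list median of -0.32, whereas CXCL10, an interferon-induced chemokine, rose from 0.0598 to 5.76 ± 2.32 CPM. Of 19 collagens, 0 rose and 3 fell (1 higher and 8 lower when adjusted over the list alone): COL8A1 from 5.45 ± 1.18 to 0.329 ± 0.081 CPM, COL16A1 from 7.69 ± 1.86 to 2.01 ± 0.589 CPM and COL3A1, with a list median of -0.44. NDRG1, a hypoxia-induced gene, fell from 7.76 ± 1.68 to 0.825 ± 0.226 CPM, GADD45A, a p53 target, rose from 41.1 ± 4.79 to 80.1 ± 8.71 CPM, and the adhesion molecule ICAM1 fell from 2.40 ± 0.662 to 0.990 ± 0.0842 CPM. The calls of IFIH1 in BT-549, COL3A1 in BT-549 and ICAM1 in BT-549 ended without CT2, CT3, CT4, KO3 or KO11 (adjusted p up to 0.15, 0.12 and 0.16). That of HLA-C in BT-549 ended without CT2, CT3, CT4 or KO11 (up to 0.12) and that of HLA-A in BT-549 without CT2, CT4 or KO11 (up to 0.083). Calls also ended for COL16A1 in BT-549 without CT2, CT3 or KO11 (up to 0.066) and GADD45A in BT-549 without CT2 or CT4 (up to 0.055).

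Of the dasatinib targets the paper names, PDGFRB RNA in Hs578T was at 169 ± 39.2 CPM in control and 151 ± 68.6 CPM in TAGLN-KO clones (log2 fold change -0.16, standard error 0.34, adjusted p = 0.91 from edgeR), with 107 and 116 CPM in KO3 and KO8 and 230 CPM in KO7. Control clones CT3, CT4 and CT5 of Hs578T had 179, 203 and 126 CPM, so CT5 lay close to KO3 and KO8. In BT-549 PDGFRB was near the floor, at 0.175 CPM in control and 0.0357 CPM in TAGLN-KO clones, and was removed by the filter on low counts. Without the filter the log2 fold change was -2.09 (standard error 0.85, adjusted p = 0.21 from edgeR), and every TAGLN-KO clone had less PDGFRB than every control clone (exact permutation test, two-sided p = 0.1, the smallest possible), against an exact p of 0.8 in Hs578T. In BT-549, YES1 was at 372 ± 110 and 691 ± 32.1 CPM (adjusted p = 0.058 from edgeR and 9.7e-04 from DESeq2) and SRC at 48.8 ± 1.18 and 65.4 ± 4.35 CPM (adjusted p = 0.062 from edgeR and 0.013 from DESeq2). Over the alternatives the adjusted p was 9.7e-04 to 0.23 for YES1 in BT-549 and 0.0083 to 0.25 for SRC in BT-549. In Hs578T, YES1 was at 73.0 and 72.6 CPM and SRC at 57.7 and 65.1 CPM (adjusted p = 0.995 and 0.81 from edgeR). BCR ranged from 65.53 to 75.06 CPM in control and 75.15 to 81.6 CPM in TAGLN-KO clones of Hs578T (exact permutation test, two-sided p = 0.1). In BT-549 it ranged from 29.29 to 34.52 and 26.77 to 33.78 CPM (exact permutation test, two-sided p = 0.5). These are RNA values, and the protein blots of the paper have no deposited data. As a list, dasatinib targets had a camera adjusted p of 0.66 in Hs578T (direction up, 17 tested) and 0.055 in BT-549 (direction up, 12 tested). In BT-549 they passed with camera without CT3 (0.029) or CT4 (0.041), and with fry (adjusted p = 0.014). They did not pass with camera and an estimated correlation (0.48), with camera without KO8 (0.14) or with pre-ranked GSEA (adjusted p = 0.35 from fgsea).

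With all clones the other lists did not pass the camera test in Hs578T, where 1 gene of cholesterol synthesis, SC5D, fell. The adjusted p there was 0.90 for basal markers, 0.14 for MAPK output, 0.98 for epithelial genes, 0.70 for EMT, 0.70 for mesenchymal core, 0.51 for actomyosin and SRF targets, 0.52 for collagens, 0.90 for integrins and focal adhesion, 0.92 for receptor tyrosine kinases, 0.40 for cell cycle, 0.33 for MYC targets, 0.62 for oxidative phosphorylation, 0.077 for interferon response, 0.12 for antigen presentation, 0.70 for NF-kB targets, 0.90 for p53 targets, 0.38 for the unfolded protein response, 0.90 for cholesterol synthesis, 0.33 for hypoxia and glycolysis, 0.78 for TGF-beta targets and 0.71 for luminal markers. In BT-549 it was 0.91 for basal markers, 0.51 for MAPK output, 0.43 for actomyosin and SRF targets, 0.63 for integrins and focal adhesion, 0.49 for receptor tyrosine kinases, 0.51 for cell cycle, 0.43 for MYC targets, 0.43 for oxidative phosphorylation, 0.77 for NF-kB targets, 0.21 for p53 targets, 0.055 for the unfolded protein response, 0.91 for cholesterol synthesis, 0.10 for hypoxia and glycolysis, 0.43 for TGF-beta targets and 0.28 for TAGLN neighbours. Leaving out 1 library gave further calls with camera at the preset correlation, and these fits were not run with an estimated correlation. With all clones, 0 lists passed with an estimated correlation in either line (lowest adjusted p = 0.19 in Hs578T and 0.48 in BT-549 from camera). In Hs578T without KO7, hypoxia and glycolysis (adjusted p = 2.1e-05, median log2 fold change -0.29), oxidative phosphorylation (adjusted p = 0.0041, median -0.14) and the unfolded protein response (adjusted p = 0.0041, median -0.15) passed downward, the last against an upward direction with all clones. Without KO3 or KO8, and so with KO7 as 1 of 2 TAGLN-KO clones, 4 lists passed upward: the unfolded protein response (adjusted p = 0.011 or 0.014), MAPK output (0.0096 or 0.014), interferon response (0.0022 or 0.014) and antigen presentation (0.0055 or 0.014). Interferon response passed upward without CT3 (adjusted p = 0.0034), and cell cycle (0.0068) and MYC targets (0.047) downward without CT5. In BT-549, cholesterol synthesis passed downward without KO8 (adjusted p = 0.014, median log2 fold change -0.32 against 0.11 with all clones), hypoxia and glycolysis upward without KO11 (0.031), the unfolded protein response upward without CT3 or KO3 (0.011 or 0.016) and dasatinib targets upward without CT3 or CT4 (0.029 or 0.041), while the collagen call ended without KO3 (0.080). Immune and endothelial markers had 3 and 4 tested genes in Hs578T and 3 and 2 in BT-549, and luminal markers 4 in BT-549, too few for the test, and 0 of these genes passed with edgeR. By pre-ranked GSEA the interferon response list was higher in Hs578T (normalized enrichment score 1.84, adjusted p = 0.013 from fgsea), with a median log2 fold change of 0.51 that was 0.02 without KO7.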
